# Transcriptome analysis reveals that jasmonic acid biosynthesis and signaling is associated with the biosynthesis of asperosaponin VI in *Dipsacus asperoides*

**DOI:** 10.3389/fpls.2022.1022075

**Published:** 2022-12-22

**Authors:** Jiao Xu, Zhengping Hu, Hua He, Xiaohong Ou, Yang Yang, Chenghong Xiao, Changgui Yang, Liangyuan Li, Weike Jiang, Tao Zhou

**Keywords:** *Dipsacus asperoides*, asperosaponin VI, transcriptome, jasmonic acid, triterpenoid biosynthesis

## Abstract

*Dipsacus asperoides* is a perennial herb, the roots of which are abundant in asperosaponin VI, which has important medicinal value. However, the molecular mechanism underlying the biosynthesis of asperosaponin VI in *D. asperoides* remains unclear. In present study, a comprehensive investigation of asperosaponin VI biosynthesis was conducted at the levels of metabolite and transcript during root development. The content of asperosaponin VI was significantly accumulated in two-leaf stage roots, and the spatial distribution of asperosaponin VI was localized in the xylem. The concentration of asperosaponin VI gradually increased in the root with the development process. Transcriptome analysis revealed 3916 unique differentially expressed genes (DEGs) including 146 transcription factors (TFs) during root development in *D. asperoides*. In addition, α-linolenic acid metabolism, jasmonic acid (JA) biosynthesis, JA signal transduction, sesquiterpenoid and triterpenoid biosynthesis, and terpenoid backbone biosynthesis were prominently enriched. Furthermore, the concentration of JA gradually increased, and genes involved in α-linolenic acid metabolism, JA biosynthesis, and triterpenoid biosynthesis were up-regulated during root development. Moreover, the concentration of asperosaponin VI was increased following methyl jasmonate (MeJA) treatment by activating the expression of genes in the triterpenoid biosynthesis pathway, including acetyl-CoA acetyltransferase (*DaAACT*), 3-hydroxy-3-methylglutaryl coenzyme A synthase (*DaHMGCS*), 3-hydroxy-3-methylglutaryl coenzyme-A reductase (*DaHMGCR*). We speculate that JA biosynthesis and signaling regulates the expression of triterpenoid biosynthetic genes and facilitate the biosynthesis of asperosaponin VI. The results suggest a regulatory network wherein triterpenoids, JA, and TFs co-modulate the biosynthesis of asperosaponin VI in *D. asperoides*.

## Introduction

*Dipsacus asperoides* is a perennial herb belonging to the Dipsacaceae family (**Figure 1A**). It is a Chinese herbal medicinal that is used for the treatment of bone fractures and joint diseases such as osteoporosis, lassitude in the loin and legs, and fractures by preventing bone loss, increasing osteoblastic activity, and decreasing osteoclastic activity (Niu et al., 2012; Niu et al., 2015). Notably, asperosaponin VI is the main active component of *D. asperoides*, which is an oleanane triterpenoid saponin. In addition, asperosaponin VI may increase bone formation by increasing BMP-2 synthesis and activating both p38 and ERK1/2 (Niu et al., 2011). Asperosaponin VI may be a potential agent for suppressing neuroinflammation related to Alzheimer’s disease (Yu et al., 2012). Moreover, because it activates the PI3K/Akt and CREB pathways, asperosaponin VI has protective effects against hypoxia-induced cardiomyocytes apoptosis (Li et al., 2010). Therefore, *D. asperoides* has very important medicinal value because of its content of asperosaponin VI.

**Figure 1:**
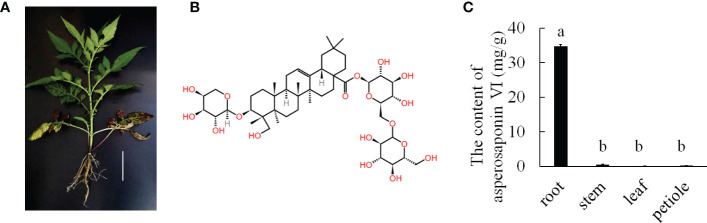
The major medicinally active triterpenoid in *D. asperoides*. **(A)**, the plant of *D. asperoides*. Scale bar = 10 cm. **(B)**, the typical triterpenoid of asperosaponin VI. **(C)**, the content of asperosaponin VI in different tissues of *D. asperoides*. The error bars represent the standard deviation with at least three biological replicates. Different lowercase letters denote significant differences by multiple comparisons using Statistix 8.0 software.

Asperosaponin VI is a triterpenoid saponin, and thus it is biosynthesized *via* the mevalonic acid (MVA) pathway which has been found in previous studies (Yang et al., 2017; Chen et al., 2018; Yang et al., 2018). Typically, the pathway involves the conversion of isoprenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP) into farnesyl pyrophosphate (FPP), which then generates squalene and 2,3-oxidosqualene, and is followed by a series of reactions involving cyclization, oxidation, hydroxylation and glycosylation (Kuzuyama, 2002; Augustin et al., 2011; Niu et al., 2014), which is accompanied by a variety of enzymatic reactions involving various enzymes such as farnesyl pyrophosphate synthase (FPPS), β-amyrin synthase (β-AS), and dammarenediol synthase (DS). There are great differences in the quality of *D. asperoides* from different production areas, and the content of asperosaponin VI also varies greatly due to great differences in the environment, such as altitude, temperature, and light conditions (Jiang et al., 2013). Moreover, germplasm resources differ greatly in different producing areas, resulting in different qualities of *D. asperoides* (Xiao et al., 2018). Previous studies have illustrated that the genes encoding asperosaponin VI synthetase are involved in the triterpenoid biosynthesis pathway (Wang et al., 2016). However, the genes belong to multigene families that are complex and diverse. To date, little is known about the genes functioning in triterpenoid biosynthesis in *D. asperoides*. Additionally, the mechanisms of its biosynthesis and regulation are unclear. Hence, analyzing the biosynthesis pathway of triterpenoid saponins and verifying the gene function are important.

To explore the biosynthesis pathway of triterpenoid saponins, omics methods have been conducted in recent years. The genomes of *P. notoginseng* and *P. ginseng* have been sequenced. UDP-glycosyltransferases, which belong to one of the largest gene families, catalyze the formation of different ginsenosides. Five glycosyltransferase genes were identified to catalyze the formation of different ginsenosides in *P. notoginseng* (Xu et al., 2017; Jiang et al., 2020). Other than glycosyltransferase genes, oxidosqualene cyclases, and cytochrome P450 are also involved in the biosynthesis of triterpenoid saponins (Yang et al., 2021). Moreover, transcriptome analysis has already been applied to investigations on terpenoid metabolism (Garg et al., 2015; Fan et al., 2019). Plant growth conditions play important roles in the biosynthesis of triterpenoid saponins. Research shows that more gibberellins and steroids accumulate in the root with quick vegetative growth under favorable conditions, and abscisic acid (ABA) and ginsenosides also accumulate in the root to enhance resistance under abiotic stress. In a functional study using transgenic *Arabidopsis*, terpene synthase genes were expressed and terpenoid contents increased compared with the wild-type control. Transcriptome and metabolome data showed the complexity of metabolic genes in terpenoid-rich *Salvia guaranitica* (Ali et al., 2018). With respect to asperosaponin VI, transcriptome analysis is urgently required to reveal the mechanism of regulation and biosynthesis of asperosaponin VI in *D. asperoides*. In addition, it is urgent to focus on molecular breeding to address the quality issue in *D. asperoides*.

In this study, matrix-assisted laser desorption ionization-mass spectrometry imaging (MALDI-MSI) was used to observe the spatial distribution pattern of asperosaponin VI. The roots at different stages of development were selected for detecting the content of asperosaponin VI. Three periods L1, L2 and M7 with large differences in asperosaponin VI content were selected for transcriptome sequencing by Illumina sequencing technology. Gene Ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, and methyl jasmonate (MeJA) treatment were used to identify the gene expression and regulation signaling, thereby revealing new mechanistic insights into asperosaponin VI biosynthesis in *D. asperoides*.

## Materials and methods

### Plant materials and treatments

The *D. asperoides* plants were cultivated in March at Guizhou University of Traditional Chinese Medicine, Guizhou Province, China. The roots of one-leaf stage (L1), two-leaf stage (L2), and four-leaf stage (L4) plants, 7 months (M7) and 12 months (M12), as well as roots, leaves, stems, and petioles from plants that had been growing for approximate 2 years were frozen immediately in liquid nitrogen and stored in a −80 °C refrigerator for RNA isolation, JA and asperosaponin VI detection. The seedlings were cultured in ½ Murashige & Skoog (MS) solution under 16 h light/8 h dark conditions at 25 °C for MeJA treatment.

### MALDI MSI and data analysis

Whole plants of *D. asperoides* were dug out from the field. The experiment was performed as previously described (Sun et al., 2021). The roots of *D. asperoides* were flash-frozen in liquid nitrogen for 15 s and then was transferred to a −80°C refrigerator. The root tissues were cryo-sectioned into 20-μm cross sections at −20°C on a cryostat microtome (Thermo CryoStar NX50 NOVPD) and mounted onto a conductive side of indium tin oxide (ITO)-coated glass slide. Root sections from different periods were prepared for MALDI matrix optimization. All these root sections were then transferred to a closed container and vacuum dried for 10 min. Then 10 mg/mL of DHB (2,5-Dihydroxybenzoic acid) in ACN/H_2_O/TFA (Acrylonitrile/H_2_O/trifluoroacetic acid, 70:30:0.1, v/v/v) was selected as the matrix. Matrix coating was performed on a HTX TM-Sprayer™ (HTX Technologies). The flow rate of the sprayer was set to 0.075 mL/min at 55°C. The track speed was set to 800 mm/min and the track spacing was 3 mm. MALDI-MSI imaging was conducted on a Rapiflex MALDI Tissue Typer TM TOF/TOF MS (Bruker Daltonics). The laser was fired at a repetition rate of 5000 Hz, and the spatial resolution was set to 100 μm. Raw mass spectra data were acquired over the *m/z* range of 80–1200. Raw mass spectra were imported into Data Analysis 4.0 software (Bruker Daltonics) to perform internal mass calibration. The MS images were viewed and processed using SCiLS Lab 2018b (GmbH) software.

### Paraffin section analysis

The roots of seedlings at the L2 stages were fixed in 50% FAA (Formalin-Aceto-Alcohol) as described previously (Hou and Huang, 2005). And the sections stained with hematoxylin solution and eosin dye.

### Extraction and detection of asperosaponin VI

Asperosaponin VI was extracted from the roots of the *D. asperoides* samples with methanol according to our previous method with at least three independent biological replicates (Jiang et al., 2013). Approximately 0.1 g dried root powder was mixed with 5 mL methanol and extracted with ultrasonic treatment at 59 kHz for 30 min. Then the supernatant was collected after centrifugation at 4000 rpm for 10 min and filtered through a 0.45 µm filter. The standard of asperosaponin VI was dissolved in methanol and then mixed and diluted with methanol to obtain a series of mixture standard solutions of different concentrations. The solutions were filtered through a 0.45 µm syringe filter before high-performance liquid chromatography (HPLC) analysis.

Samples were separated on a Wondasil C18 column (4.6 mm × 250 mm, 5 μm) and detected at 212 nm. The column temperature was maintained at 30°C, and the flow rate was 1 mL/min. The mobile phase consisted of 30% acetonitrile. Asperosaponin VI was used as a standard to determine the asperosaponin VI content of the *D. asperoides* tissue.

### RNA isolation and RNA sequencing

Nine samples at different stages of development were used for RNA sequencing, including L1, L2, M7 with three biological replicates. Total RNA was extracted following the instructions of Eastep^®^ Super Total RNA Extraction Kit (Promega). The integrity and quality of the RNA were assessed using RNA agarose gel electrophoresis and NanoDrop2000 (Thermo Fisher Scientific). The RIN value was determined by the RNA 6000 Nano Kit of an Agilent Bioanalyzer 2100 (Agilent Technologies).

The cDNA libraries and the RNA-Seq were performed at Shanghai Majorbio Bio-pharm Technology Co., Ltd. (Shanghai, China). The mRNA was purified using oligo (dT) magnetic beads. Taking these short fragments as templates, double-stranded cDNA was synthesized by a SuperScript double-stranded cDNA synthesis kit (Invitrogen). Libraries were size selected for cDNA target fragments of 200~300 bp. After quantification by TBS380, nine RNA-Seq libraries were sequenced by an Illumina NovaSeq 6000 sequencer (Illumina) for 2×150 bp paired-end reads. About 6 Gb reads were obtained from each sample for *de novo* assembly.

### *De novo* assembly and annotation

To obtain high-quality clean data to ensure the success of subsequent analyses, the data quality control was used by FastQC, the raw reads with N ratios exceeding 10%, low-end sequence bases (mass values less than 20), or sequences with adaptors were all filtered using fastx_toolkit Version 0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/). Then all clean reads were used for *de novo* assembly with Trinity (http://trinityrnaseq.sourceforge.net/). Afterward, the TPM was calculated by RSEM (http://deweylab.github.io/RSEM/software). Furthermore, all transcripts were compared with the Nr (NCBI Non-redundant Protein Library), String (Public Member Function), Swiss-Prot (Swiss-Prot protein database), Pfam (Protein Family Database), and KEGG databases using Blastx to obtain corresponding annotation information. To identify putative transcription factors (TFs), the Blastx was performed against PlantTFDB (http://planttfdb.cbi.pku.edu.cn/) (Jin et al., 2017).

### Analysis of differentially expressed genes

The differentially expressed genes (DEGs) were analyzed by comparing the Fragments Per Kilobase of transcript per Million mapped reads (FPKM) of the unigenes in the L1, L2, and M7 samples. Based on padj <0.05, absolute value |log_2_ fold change| > 2, and filtering according to (FPKM) max > 30, the unigenes were considered to be significantly differentially expressed. All DEGs were subjected to GO enrichment using Blast2GO with a corrected *P-value* < 0.05 (http://www.blast2go.com/b2ghome). GO functional analysis was conducted according previously study (Mishra et al., 2009). The KEGG pathway was used to obtain metabolic pathway analysis with a *P-value* < 0.05.

### Expression correlation analysis

After the genes of interest are obtained, the correlation coefficients between genes are obtained by Pearson correlation algorithm based on the correlation of gene expression, and the visual network diagram was drawn. The data were analyzed on the online tool of Majorbio Cloud Platform (Ren et al., 2022).

### Quantitative real-time PCR analysis

Candidate unigenes from the RNA-Seq were selected and validated by qRT-PCR. The first-strand cDNA was synthesized from 1 μg of total RNA using a cDNA synthesis kit (Promega). qRT-PCR was performed in 20 μL reactions using an Applied Biosystem 7500 real-time PCR system (Applied Biosystems) with at least three independent biological replicates. The gene *DaActin103* was used as the internal control to normalize and calculate the gene expression (Liang et al., 2020). The relative gene expression was calculated using the 2^−ΔCt^ method. The primers used for qRT-PCR are listed in **Supplementary Table S1**.

### Endogenous JA extraction and quantification

To measure the concentration of JA, approximately 0.1g root samples were extracted in 80% cold methanol overnight. Further extraction and quantification analyses of JA were performed as described previously (Liu et al., 2012). The standard JA was purchased from Sigma-Aldrich.

### MeJA treatment

In order to detect the regulation of JA on the biosynthesis of asperosaponin VI in *D. asperoides*, seedlings at the L2 stages were treated with 150 μM MeJA (Hu et al., 2021). The roots were collected following MeJA treatment for 6 h and 5 d, rapidly placed in liquid nitrogen, and frozen at –80 °C for RNA isolation and asperosaponin VI detection.

## Results

### Plant phenotype and asperosaponin VI accumulation in *D. asperoides*

*D. asperoides* is a medicinal herb. Our results showed that the roots of *D. asperoides* were rich in asperosaponin VI (**Figure 1B**). The other tissues in the aboveground part of the plant such as the petiole, stem and leaf had very low levels of asperosaponin VI (**Figure 1C**). To monitor the dynamics of asperosaponin VI metabolism, the roots were sampled at different developmental stages (L1, L2, L4, M7, and M12) (**Figures 2A–E**). The results showed that the accumulation of asperosaponin VI gradually increased during development. Only a small amount of asperosaponin VI was detected at the L1 stage, while it was significantly accumulated at the L2 stage. Additionally, it reached a high level at the M7 stage (**Figure 2F**, **Figure S1**). We suspect that asperosaponin VI gradually accumulated along with root development in the early growth stage in *D. asperoides*.

**Figure 2:**
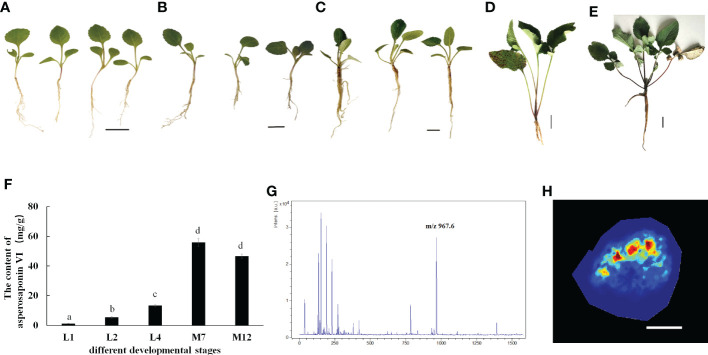
Accumulation Pattern of asperosaponin VI in root. **(A–E)**, the plants of D. asperoides in one leaf stage (L1), two leaf stage (L2), four leaf stage (L4), seven months (M7), one year (12M). Scale bars = 2 cm in **(A–C)**, Scale bars = 5 cm in **(D, E)**. **(F)**, the content of asperosaponin VI in **(A–E)**. The error bars represent the standard deviation with at least three biological replicates. Different lowercase letters denote significant differences by multiple comparisons using Statistix 8.0 software. **(G)**, the asperosaponin VI peak is most abundant (m/z 967). **(H)** Accumulation Pattern of asperosaponin VI in L2 root as observed by MALDI MSI. Scale bars = 1 mm.

### Spatial distribution pattern of asperosaponin VI

Given the accumulation of asperosaponin VI at initial period in the roots of L2, the roots were sampled to visualize the spatial distribution of asperosaponin VI by MALDI-MSI with a lateral resolution of 100 μm. The molecular ions detected in our study were identified according to the fragmentation of standard substances. The maximum peak area (**Figure 2G**) was identified as asperosaponin VI, which accumulated mainly in the xylem (**Figure 2H**, **Figure S2**). However, less was detected in the other parts. This result further illustrated that asperosaponin VI accumulated in the roots at stage L2, and furthermore, the accumulation of asperosaponin VI was associated with the development of the xylem in the roots of *D. asperoides*.

### RNA sequencing and *De novo* assembly

To explore the mechanism of asperosaponin VI biosynthesis during the developmental stages and study the transcriptional regulatory networks for the biosynthesis of asperosaponin VI in *D. asperoides*, RNA-Seq was performed on *D. asperoides* roots during developmental stages of great difference (L1, L2, M7): the accumulation of asperosaponin VI at the beginning in the roots from L1 to L2, and the content of asperosaponin VI was the highest in the root of M7. 

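The RNA-Seq series holds 9 libraries of D. asperoides roots, with 3 biological replicates per stage, from seedlings at the L1 and L2 leaf stages and from plants of 7 months (M7). The authors checked the reads with FastQC, trimmed them with fastx_toolkit, assembled all clean reads with Trinity and quantified the unigenes with RSEM. The methods name both TPM and FPKM, and the values are called FPKM here, as the paper does for expression levels and DEGs. The table analysed here holds 52.6% of the 124677 unigenes that the paper reports, so every count covers that part only. The paper's clean reads per library were 42638752 to 43939750 in L1, 42099394 to 42445004 in L2 and 46065820 to 58263724 in M7. FPKM values carry no read counts, so the depth behind a single value is unknown. Unigenes at 1 FPKM or more numbered 26048 to 28468 per library in L1 and 32849 to 34173 in L2, against 13430, 18794 and 17517 in the M7 replicates 1, 2 and 3. The 100 most expressed unigenes took 20.6% to 21.6% of the summed FPKM in L2, 25.3% to 34.2% in L1 and 34.9% to 48.1% in M7. The highest share in L1 was that of replicate 3 and the highest in M7 that of replicate 1. The paper's Q30 percentages were 92.3 to 93.1 in L1 and L2 and 95.7 to 95.9 in M7, so read quality differed along with the stage. In a principal component analysis, the first component (51.8% of the variance) separated M7 from both seedling stages and the second (29.9%) separated L1 from L2. Stages were compared with limma on log2(FPKM + 1) in a single fit of the 9 libraries. A DEG had an adjusted p under 0.05, an absolute log2 fold change over 2 and a highest stage mean over 30 FPKM. The methods give these values but state the last as an FPKM maximum over 30, which was read here as the highest stage mean. Fold changes on this scale understate the change of unigenes with low values. In simulated data, 47 of 50 unigenes changed by a log2 of 3 were called DEGs, as were 2 of 50 changed by 1.5 and 1 of 25801 unchanged unigenes. The changed ones were drawn from unigenes with high values, with equal noise in all stages and no shift between libraries. These rates need not hold for unigenes with low values or for libraries that differ in scale.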

Each sample had three biological replicates. Based on Illumina NovaSeq 6000, approximately 43 million clean reads of each sample were obtained with Q20 percentages of 97% or greater (**Table S2**). All clean reads were assembled by Trinity, resulting in 177195 transcripts with more than 75% of reads mapped. 

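Among the unigenes analysed here, 34274 carried a description from the NR database and 31261 carried none. Best matches in Camellia or Actinidia, woody plants of the asterids like Dipsacus, were given for 5613 unigenes. Of the 4971 of these that were tested, 7.04% lay under 0.1 FPKM in all 3 M7 libraries. Matches in Caryophyllales, the order of sugar beet and spinach, were given for 4897 unigenes, and 96.2% of the 2281 tested lay under 0.1 FPKM in all 3 M7 libraries. The share was 81.1% of 2069 tested unigenes matched to Quercus suber, of 5091 in all, and 92.8% of 223 matched to Hordeum vulgare, of 438 in all. Ribosomal proteins, which every plant cell uses, showed this split for Caryophyllales but only in part for Quercus suber. Of those matched to Caryophyllales, 41 of 42 lay under 0.1 FPKM in all M7 libraries, against 8 of 41 matched to Camellia or Actinidia. Of those matched to Quercus suber, 70 of 112 did, while their summed FPKM was 284.65 in L1 and 1283.6 in M7. For Hordeum vulgare, 0 ribosomal protein unigenes were tested. The groups of match species were formed after the species had been seen by stage.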

More than 124677 unigenes were expressed in the roots of *D. asperoides* (**Table S3**), 74463 unigenes were functionally annotated. The gene expression level was calculated based on the total mapped reads using FPKM.

### Global analysis of DEGs

In the transcriptome database, a total of 27534 unigenes were detected and 3916 DEGs were obtained (**Figure 3A**). 

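A unigene named cytosolic sulfotransferase 15-like (TRINITY_DN1032_c0_g1), of a family that transfers sulfate to small molecules, had the largest rise among the named DEGs of M7 against L1 whose libraries did not overlap. It stood at 3.5 ± 0.327 FPKM in L1, 0.213 ± 0.0306 in L2 and 1209 ± 239 in M7 (SD, n = 3). The log2 fold change was 8.05 in M7 against L1 (adjusted p = 5.31e-07 from limma) and 9.94 in M7 against L2 (adjusted p = 1.41e-07 from limma). A beta-glucosidase 12-like unigene (TRINITY_DN3358_c0_g1), of a family that removes glucose from glycosides, was at 82.4 ± 30.5 FPKM in L1, 2743 ± 25.6 in L2 and 5621 ± 942 in M7 (SD, n = 3). It rose in L2 (log2 fold change 5.12, standard error 0.29, adjusted p = 2.12e-06 from limma) and in M7 (log2 fold change 6.14, standard error 0.29, adjusted p = 3.66e-06 from limma), both against L1. The test covered the 34925 unigenes with at least 1 FPKM in at least 3 libraries, of which 4980 had a stage mean over 30 FPKM. In at least 1 comparison, 2300 of them were DEGs.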

Compared with L1 and L2, there were more DEGs in M7 (**Figure 3B**). 

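A pair of unigenes named major allergen Pru ar 1-like, of the pathogenesis-related PR-10 family, changed in opposite directions in M7. TRINITY_DN1632_c0_g1 rose from 10.3 ± 3.36 FPKM in L1 and 19.3 ± 1.92 in L2 to 934 ± 771 in M7 (SD, n = 3; log2 fold change 6.08, standard error 0.54, adjusted p = 4.55e-05 from limma, against L1). TRINITY_DN15869_c0_g1 fell from 229.9 ± 38.7 FPKM in L1 and 103 ± 4.86 in L2 to values of 0, 0.09 and 0 in the M7 libraries (adjusted p = 4.65e-07 from limma, against L1). DEGs numbered 433 in L2 against L1, 1796 in M7 against L1 and 1798 in M7 against L2. Of the DEGs in M7, 27.4% rose against L1 and 19.5% against L2, or 45% and 44.8% after rescaling by the median ratio and 38.0% and 32.8% after quantile normalization. From L1 to L2, 70% rose, or 61.4% and 63.5% under these scalings. The median log2 fold change of all tested unigenes was 0.32 in L2 against L1, -0.48 in M7 against L1 and -1.07 in M7 against L2. It was 0.15, -0.23 and -0.70 after median ratio rescaling, and -0.04, 0.17 and 0.05 after quantile normalization. Without replicate 1 of M7, 32.5% of the M7 DEGs rose against L1 and 25.3% against L2.

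**Figure D1:**
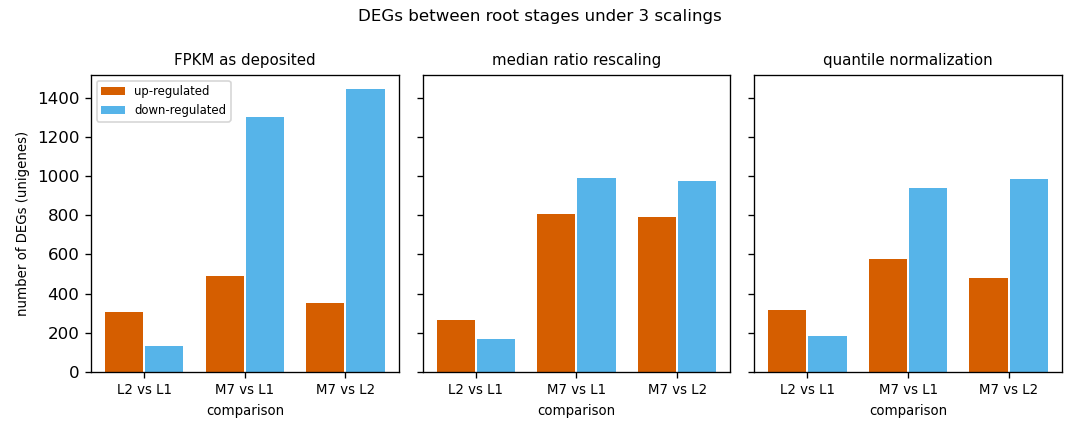
Bars give the number of up-regulated and down-regulated DEGs in each comparison of root stages, for FPKM as given and under both rescalings. In M7 against L1, 492 rose and 1304 fell with FPKM as given, and 808 rose and 989 fell after median ratio rescaling.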

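From L1 to L2, 303 DEGs rose and 130 fell. Expansin-A1 (TRINITY_DN2424_c0_g1), of a family that loosens cell walls, rose from 84.5 ± 61.1 to 617 ± 71.7 FPKM (SD, n = 3), a log2 fold change of 3.26 (standard error 0.63, adjusted p = 0.00312 from limma). A unigene named dammarenediol 12-hydroxylase (TRINITY_DN20888_c0_g5), a cytochrome P450 of triterpene saponin synthesis, rose from 7.61 ± 5.67 to 57.6 ± 1.79 FPKM (log2 fold change 3.12, standard error 0.68, adjusted p = 0.00596 from limma). A peamaclein-like unigene (TRINITY_DN12799_c0_g1), of the small cysteine-rich proteins regulated by gibberellin, was at 7.12 ± 2.81 FPKM in L1, 94.2 ± 6.51 in L2 and 713 ± 418 in M7 (log2 fold change 3.62, standard error 0.42, adjusted p = 0.000147 from limma, in L2 against L1). The lysine histidine transporter-like 8 unigene (TRINITY_DN21598_c0_g1), of a family that carries amino acids, fell from 48.1 ± 5.38 to 2.7 ± 1.08 FPKM (log2 fold change -3.77, standard error 0.28, adjusted p = 9.23e-06 from limma). A crocetin glucosyltransferase-like unigene (TRINITY_DN1715_c0_g1) had L1 values of 112, 106 and 370.1 FPKM in replicates 1, 2 and 3 and fell to 8.27 ± 0.191 in L2 (log2 fold change -4.15, standard error 0.59, adjusted p = 0.000499 from limma). A polyubiquitin-like unigene (TRINITY_DN26339_c0_g1) rose from 1.24 ± 0.289 to 154 ± 6.63 FPKM (log2 fold change 6.12, standard error 0.20, adjusted p = 6.24e-07 from limma) and had M7 values of 0.31, 0 and 0. Of the rises, 51 were unigenes matched to Caryophyllales, Quercus suber or Hordeum vulgare, and 13 of the falls were. Among them, an aquaporin-3-like unigene (TRINITY_DN3166_c0_g1) matched to Quercus suber rose from 0.92 ± 0.558 FPKM in L1 to 295 ± 9.74 in L2 (adjusted p = 6.24e-07 from limma), listed at 0 in each M7 library. Left without these matches, 247 DEGs rose and 117 fell. The falls numbered 64 without replicate 3 of L1, and the rises 131, 132 and 141 without replicate 1, 2 or 3 of L2.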

Compared with L1, 444 unigenes were up-regulated and 283 unigenes were down-regulated in L2. 

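A peroxidase unigene (TRINITY_DN16360_c0_g1), of a family that acts on lignin and other wall phenolics, was a DEG of L2 against L1 alone. It rose from 14.5 ± 1.26 FPKM in L1 to 78.7 ± 2.49 in L2 (SD, n = 3; log2 fold change 2.36, standard error 0.18, adjusted p = 1.04e-05 from limma) and was at 43.1 ± 5.6 in M7. Another was the unigene of xyloglucan endotransglucosylase/hydrolase 32 (TRINITY_DN21156_c0_g2), which remodels wall xyloglucan. It stood at 13.4 ± 5.9 FPKM in L1, 64.8 ± 1.26 in L2 and 22.9 ± 8.37 in M7 (log2 fold change 2.29, standard error 0.39, adjusted p = 0.00143 from limma, in L2 against L1). Both were picked after their values had been seen, from 24 unigenes that were DEGs in this comparison and in neither other. That number was 56 without replicate 1 of L1 and 13 without replicate 3 of L1. It was 12, 14 and 15 without replicate 1, 2 or 3 of L2.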

Only 108 unigenes were specifically differential expressed. By contrast, 1376 unigenes were up-regulated and 1456 unigenes were down-regulated in M7. 

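Relative to L1, 492 DEGs rose in M7 and 1304 fell. A chlorophyll a-b binding protein unigene (TRINITY_DN22710_c0_g1), a light-harvesting protein of chloroplasts, rose from 12.3 ± 0.469 FPKM in L1 to 2086 ± 859.7 in M7 (SD, n = 3; log2 fold change 7.20, standard error 0.31, adjusted p = 2.59e-06 from limma). The unigene of rhodanese-like domain-containing protein 17 (TRINITY_DN16983_c0_g1), of a family that transfers sulfur, rose from 1.95 ± 0.283 to 503 ± 362 FPKM (log2 fold change 7.14, standard error 0.54, adjusted p = 2.19e-05 from limma). A tropinone reductase homolog (TRINITY_DN33531_c0_g1), a short-chain dehydrogenase, rose from 6.94 ± 3.99 to 662 ± 485 FPKM (log2 fold change 6.21, standard error 0.65, adjusted p = 0.000111 from limma). A LysM domain protein unigene (TRINITY_DN2722_c0_g4), of a family that binds chitin, was at 1706 ± 490.1 FPKM in L1 and had M7 values of 0.63, 0 and 0 (adjusted p = 5.31e-07 from limma). Matches to Caryophyllales, Quercus suber or Hordeum vulgare made up 26 of the rises and 53 of the falls, and 466 rises and 1251 falls were counted without them. Without replicate 1 of M7, 502 rose and 1044 fell.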

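Relative to L2, 351 DEGs rose in M7 and 1447 fell. An endochitinase EP3 unigene (TRINITY_DN11328_c0_g1), of the enzymes that cleave chitin, rose from 1.88 ± 0.465 FPKM in L2 to 117 ± 34.4 in M7 (SD, n = 3; log2 fold change 5.33, standard error 0.26, adjusted p = 1.01e-06 from limma). The amino acid transporter unigene TRINITY_DN21598_c0_g1, low in L2, was at 85.9 ± 19.4 FPKM in M7 (log2 fold change 4.57, standard error 0.28, adjusted p = 2.84e-06 from limma). A unigene of germin-like protein 9-2 (TRINITY_DN15354_c0_g4), a secreted wall protein, was at 434 ± 19.3 FPKM in L2 and had M7 values of 0.07, 0 and 0 (adjusted p = 2.41e-07 from limma). Matches to Caryophyllales, Quercus suber or Hordeum vulgare made up 23 of the rises and 94 of the falls. After median ratio rescaling 791 rose and 976 fell, and after quantile normalization 480 rose and 985 fell.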

Compared with L2, about 1463 unigenes were up-regulated and 1300 unigenes were down-regulated in M7. These results indicated that the content of asperosaponin VI increased and there were more DEGs as the roots developed. Thus, we believe that the biosynthesis of asperosaponin VI may regulated by DEGs in *D. asperoides*.

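Unigenes that were DEGs of M7 against both seedling stages moved in the same direction against either, which the thresholds nearly fix. An opposite move would need M7 to lie between L1 and L2, over the fold change threshold away from each. DEGs that rose against both L1 and L2 numbered 289, DEGs that fell against both numbered 1029, and 0 moved in opposite directions. Independent lists of these sizes would share 34.7 rising and 379 falling unigenes. The M7 libraries enter both comparisons, which these expected values leave out, and part of the excess over them can come from those libraries. Simulated L1 and L2 groups without a change gave 0 shared DEGs in each of 20 simulations, but in simulated data without a change 0 of 26001 unigenes passed the thresholds at all, so this value sets no level for the overlap. An E3 ubiquitin ligase unigene of the ATL family (TRINITY_DN103834_c0_g1) rose from 0.563 ± 0.433 FPKM in L1 and 2.31 ± 0.933 in L2 to 132 ± 71.1 in M7 (SD, n = 3; log2 fold change 6.25, standard error 0.50, adjusted p = 2.99e-05 from limma, against L1). A BURP domain protein unigene (TRINITY_DN31786_c0_g1) was at 259 ± 16.1 FPKM in L1 and 67.3 ± 0.17 in L2 and was listed at 0 in each M7 library (adjusted p = 2.64e-07 from limma, against L1). From the higher content of asperosaponin VI and the larger number of DEGs in older roots, the paper proposes that the DEGs regulate the biosynthesis of asperosaponin VI.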

**Figure 3:**
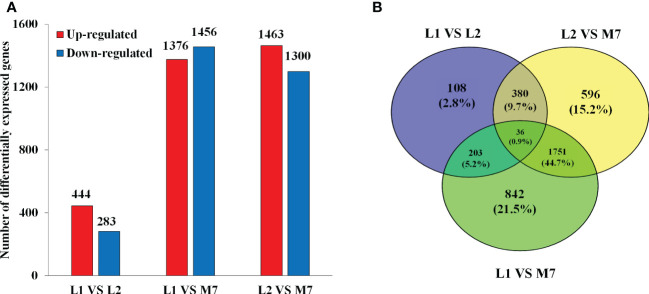
Differentially expressed genes (DEGs) in the root of *D. asperoides.* **(A)** The number of DEGs up- or down-regulated at L1, L2 and M7. **(B)** Venn diagram for the number of DEGs at different points in root of *D. asperoides*.

The GO functional classification analysis provided useful and potential contributors to the regulatory networks in the transcriptome (**Figure 4A**). All 3916 DEGs were subjected to GO functional classification analysis to calculate the functional category based on the biological process. Most of the DEGs were assigned to 14 biological processes. Genes associated with isoprenoid biosynthetic process and isoprenoid metabolic process participated in terpenoid metabolism. Regulation of jasmonic acid mediated signaling pathway (1%), jasmonic acid metabolic process (1%), and jasmonic acid biosynthetic process (1%) were involved in the plant response to JA and abiotic stresses. The 36 DEGs that are common in all three categories enriched in 6 functional categories based on the biological process (**Table S4**). 

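Table S4 lists 11 unigenes, of which 6 were analysed here. The carotenoid cleavage dioxygenase 8 unigene (TRINITY_DN25596_c0_g1), an enzyme of strigolactone synthesis, rose from 31.5 ± 12.6 FPKM in L1 to 171 ± 3.05 in L2 (SD, n = 3; log2 fold change 2.50, standard error 0.31, adjusted p = 0.000233 from limma) and had M7 values of 0.13, 0.07 and 0. A sulfate transporter 3.4 unigene (TRINITY_DN16657_c1_g1) was at 31.2 ± 15 FPKM in L1, 139 ± 2.1 in L2 and 1.4 ± 0.451 in M7 (log2 fold change 2.26, adjusted p = 0.00159 from limma, in L2 against L1). An acid phosphatase 1-like unigene (TRINITY_DN1705_c0_g1) fell from 403 ± 45 FPKM in L1 to 60.9 ± 2.01 in L2 and 7.77 ± 5.18 in M7 (log2 fold change -5.71, adjusted p = 1.97e-05 from limma, in M7 against L1). A ubiquitin-conjugating enzyme unigene (TRINITY_DN11724_c0_g1) fell from 222 ± 113 to 46.9 ± 3.66 and 4.01 ± 0.323 FPKM (log2 fold change -5.37, adjusted p = 8e-06 from limma, in M7 against L1). A strictosidine synthase-like unigene (TRINITY_DN14154_c0_g1) rose from 13.2 ± 5.09 FPKM in L1 to 308 ± 34.7 in L2 (log2 fold change 4.49, adjusted p = 0.00156 from limma) and to 4668, 4853 and 545 in the M7 replicates 1, 2 and 3 (log2 fold change 7.40, adjusted p = 0.000105 from limma, against L1). These 5 were DEGs in all 3 comparisons, while the calcium-dependent protein kinase unigene TRINITY_DN1635_c0_g1, at 264 ± 95.2, 71.1 ± 0.537 and 1.24 ± 1.19 FPKM, was not (log2 fold change -1.82, adjusted p = 0.00918 from limma, in L2 against L1). The list was chosen by the study on these libraries, so it is not independent evidence of direction. In all, 78 unigenes were DEGs in every comparison, or 51 without replicate 3 of L1, and 11 of the 78 were matched to Caryophyllales, Quercus suber or Hordeum vulgare. The 78 also held beta-glucosidase 24 (TRINITY_DN2169_c0_g2), which rose from 201 ± 72.2 FPKM in L1 to 7443 ± 4451 in M7 (log2 fold change 5.10, adjusted p = 4.46e-05 from limma). A 14 kDa proline-rich wall protein (TRINITY_DN1774_c0_g3) rose from 182 ± 86.1 to 5989 ± 1678 FPKM (log2 fold change 5.15, adjusted p = 2.39e-05 from limma). Both were chosen after their values had been seen.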

The most DEGs are response to light and may be the main factor for plant growth and development. And one of them had terpene synthase activity. 

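The terpene synthase unigene listed in Table S4 was not analysed here. Among the 78 unigenes that were DEGs in every comparison, the only terpenoid name was that of a myrcene synthase-like unigene (TRINITY_DN19216_c0_g1), a monoterpene synthase, singled out after its values had been seen. It was at 165 ± 18.8 FPKM in L1, 25.6 ± 1.01 in L2 and 4.12 ± 3.02 in M7 (SD, n = 3). It fell in L2 against L1 (log2 fold change -2.64, standard error 0.48, adjusted p = 0.00213 from limma) and in M7 against L1 (log2 fold change -5.25, standard error 0.48, adjusted p = 5.34e-05 from limma).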

108 DEGs unique expressed in L2, including 10 genes were enriched in terpenoid biosynthetic and metabolic, 2 genes were enriched in jasmonic acid signaling. They may involve in regulation and biosynthesis of asperosaponin VI (**Figure S3A**). Therefore, the DEGs unique expressed in M7 compared with L1, approximately 103 genes enriched in cell wall metabolic, polysaccharide, xyloglucan metabolic, may relate to root development (**Figure S3B**). Moreover, the intersection between L1, M7 and L2, M7 was enriched most DEGs. 

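The DEGs of L2 against L1 alone included 2 with terpenoid names, of which 1 rose and 1 fell, and 0 with jasmonate names, matched by their NR descriptions and without enrichment terms. A multifunctional taraxasterol triterpene synthase unigene (TRINITY_DN3105_c0_g1), which cyclizes oxidosqualene, fell from 101 ± 40.4 to 22.4 ± 1.76 FPKM (SD, n = 3; log2 fold change -2.04, standard error 0.48, adjusted p = 0.00876 from limma) and was at 46.9 ± 23.7 in M7. It was singled out after its values had been seen.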

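Of the 389 unigenes that were DEGs in M7 against L1 alone, 336 carried an NR name and 5 of these were names of cell wall enzymes and expansins, all down-regulated in M7. An expansin-like unigene (TRINITY_DN17516_c0_g1) fell from 122 ± 2.46 FPKM in L1 to 20.5 ± 6.35 in M7 (SD, n = 3; log2 fold change -2.55, standard error 0.22, adjusted p = 4.53e-05 from limma). The unigene of xyloglucan endotransglucosylase/hydrolase 27 (TRINITY_DN3517_c0_g1) fell from 31.5 ± 2.66 to 3.6 ± 1.03 FPKM (log2 fold change -2.85, standard error 0.23, adjusted p = 2.81e-05 from limma). A pair of pectinesterase unigenes, of enzymes that demethylate pectin, fell from 36.1 ± 7.6 to 5.51 ± 3.15 FPKM (TRINITY_DN1093_c0_g1, log2 fold change -2.60, adjusted p = 0.000382 from limma) and from 104 ± 11.4 to 25.6 ± 11.5 FPKM (TRINITY_DN17792_c0_g1, log2 fold change -2.09, adjusted p = 0.00136 from limma). A pectin methyltransferase unigene (TRINITY_DN2557_c0_g1) fell from 51.9 ± 0.37 to 12.9 ± 11.2 FPKM (log2 fold change -2.34, adjusted p = 0.0128 from limma), a call that ended with only the L1 and M7 libraries in the fit (adjusted p = 0.0651 from limma). These 5 were named after their values had been seen. No enrichment of GO terms was tested here.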

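DEGs of M7 against both seedling stages, and not of L2 against L1, numbered 1240, the largest of the 7 parts of the Venn diagram. Of these, 1111 carried an NR name, with 7 terpenoid names (2 up and 5 down in M7), 7 jasmonate names (3 up and 4 down) and 13 cell wall names (3 up and 10 down). The jasmonate names that fell include a phospholipase A-2-activating protein. Matches to Caryophyllales, Quercus suber or Hordeum vulgare numbered 54. A pectinesterase inhibitor domain unigene (TRINITY_DN37510_c0_g2) rose from 589.7 ± 49.6 FPKM in L1 to 5074 ± 1435 in M7 (SD, n = 3; log2 fold change 3.07, standard error 0.20, adjusted p = 1.26e-05 from limma). Expansin-like B1 (TRINITY_DN12908_c0_g1) rose from 0.2 ± 0.111 to 39.8 ± 4.39 FPKM (log2 fold change 5.09, standard error 0.19, adjusted p = 1.73e-06 from limma). The unigene of xyloglucan endotransglucosylase/hydrolase 24 (TRINITY_DN3293_c1_g1) fell from 348 ± 105 to 13.8 ± 6.41 FPKM (log2 fold change -4.63, standard error 0.39, adjusted p = 3.8e-05 from limma). These wall unigenes were chosen after their values had been seen. The part held 822 unigenes with a pseudocount of 5 on the log scale.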

Among the 1751 DEGs, 8 genes were enriched in terpene biosynthetic and metabolic, 12 genes were enriched in jasmonic acid signaling (**Figure S3C**).

**Figure 4:**
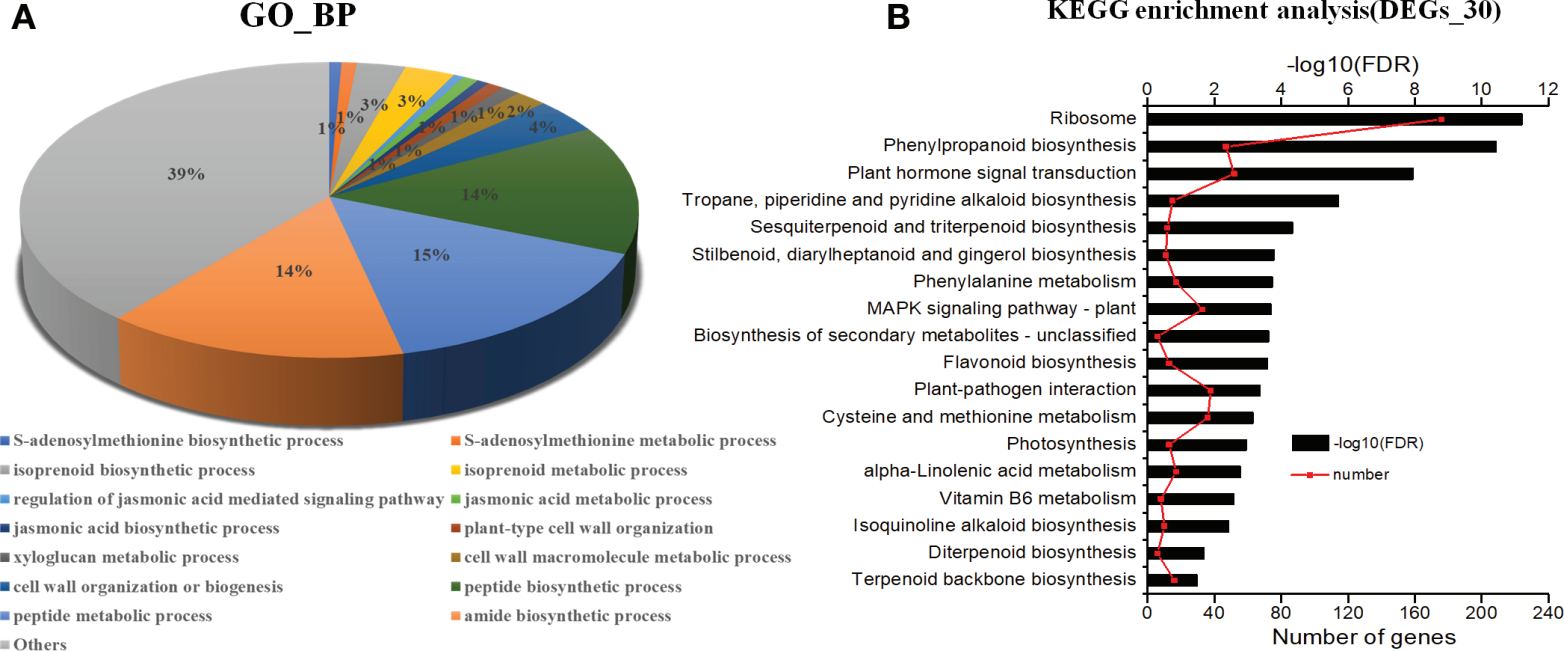
Analysis of KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways and GO (Gene Ontology) enrichments. **(A)** KEGG pathways (*P <*0.001). **(B)** GO enrichments (biological processes, FDR<0.001). The data are for the functional classification of all DEGs.

The KEGG pathway analyses were performed for further functional enrichment analysis (**Figure 4B**). All of the DEGs from the three developmental stages were assigned to 18 KEGG pathways. Major pathways related to terpenoid metabolism included tropane, piperidine and pyridine alkaloid biosynthesis (15), sesquiterpenoid and triterpenoid biosynthesis (12), diterpenoid biosynthesis (6), terpenoid backbone biosynthesis (16). Several pathways were associated with phenylpropane metabolism, such as phenylpropanoid biosynthesis (47), flavonoid biosynthesis (13), and phenylalanine metabolism (17). There were several pathways related to JA metabolic pathway, such as plant hormone signal transduction (52), and α-linolenic acid metabolism (17). The results revealed that JA signal may play an important role in the biosynthesis of asperosaponin.

### Genes potentially involved in asperosaponin VI biosynthesis

Combined with GO enrichment analyses and KEGG pathways, the genes related to asperosaponin VI biosynthesis, including transcription factors, plant hormone signal transduction pathways, α-linolenic acid metabolism, JA biosynthesis and signaling, and triterpenoid biosynthesis were identified.

### Terpenoid biosynthesis

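Lists of terpenoid genes were matched by NR description. Of all 34925 tested unigenes, 3271 rose and 12268 fell in M7 against L1 by adjusted p alone. These were 4927 and 11196 after median ratio rescaling and 7694 and 8690 after quantile normalization. In L2 against L1, 9128 rose and 5170 fell. More falls than rises in a list therefore need not set it apart from other unigenes. Of 14 unigenes tested of the sesquiterpene synthase list, 0 rose and 8 fell in M7 against L1, also when adjusted over the list alone. Its words also take a myrcene synthase, a taraxasterol synthase and terpene synthases in general. The list ranked lower than other unigenes in a camera test with a preset correlation of 0.01 (adjusted p = 0.0423), but not with an estimated correlation (adjusted p = 0.88 with an estimated correlation). Of 21 unigenes of the mevalonate (MVA) pathway, 5 rose, 5 fell (6 when adjusted over the list alone) and 11 did not pass the test, or 7 rose and 5 fell after quantile normalization and 5 and 3 without matches to Caryophyllales, Quercus suber or Hordeum vulgare. Of 10 unigenes of the plastid methylerythritol phosphate (MEP) pathway, 1 rose and 6 fell (2 and 6 when adjusted over the list alone), or 2 and 3 after median ratio rescaling and 3 and 5 after quantile normalization. Of 50 unigenes of prenyl and triterpene synthesis, 7 rose and 15 fell, also when adjusted over the list alone, whereas 15 rose and 15 fell after median ratio rescaling and 15 rose and 9 fell after quantile normalization. The camera test passed for none of these latter lists (adjusted p = 0.245, 0.877 and 0.419). The MVA and prenyl lists had negative medians (-0.06 and -0.32 log2, or 0.41 and 0.16 above all tested unigenes) while camera, which ranks against other unigenes, gave the direction up. From L1 to L2, 7 MVA unigenes rose and 2 fell, or 4 and 4 after median ratio rescaling, 7 and 4 after quantile normalization and 3 and 0 without the same matches. Of the prenyl and triterpene unigenes, 14 rose and 2 fell in L2, or 11 and 5, 9 and 6, and 11 and 2 in the same order. Of 7 unigenes of geranylgeranyl pyrophosphate synthase, which makes the precursor of diterpenes, 2 rose in M7 against L1 and 2 fell, or 3 and 1 after quantile normalization. TRINITY_DN13170_c0_g1 rose from 15.7 ± 4.15 FPKM in L1 to 61.8 ± 9.42 in M7 (SD, n = 3; log2 fold change 1.93, standard error 0.23, adjusted p = 0.00022 from limma). Of 3 unigenes of isopentenyl-diphosphate isomerase, which interconverts the isoprene units, 0 rose and 1 fell. The latter (TRINITY_DN24851_c0_g1) fell from 47.2 ± 12.4 to 16.2 ± 7.88 FPKM (log2 fold change -1.59, standard error 0.40, adjusted p = 0.0117 from limma), a call that ended with only the L1 and M7 libraries in the fit (adjusted p = 0.0539 from limma).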

In our study, we found that most genes involved in the pathways of sesquiterpenoid and triterpenoid biosynthesis, and terpenoid backbone biosynthesis showed significant differences expression (**Figure 5A**). 

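In M7 against L1, 2 of 4 acetoacetyl-CoA thiolase (AACT) unigenes rose and 1 fell. The 2 that did not rise were matched to Caryophyllales, Quercus suber or Hordeum vulgare. TRINITY_DN1177_c0_g1, for the enzyme that opens the mevalonate pathway, rose from 176 ± 32.4 FPKM in L1 and 378 ± 9.78 in L2 to 1058 ± 183 in M7 (SD, n = 3; log2 fold change 2.59, standard error 0.20, adjusted p = 2.3e-05 from limma). TRINITY_DN2104_c0_g1 rose from 19.8 ± 10.8 to 168 ± 56.9 FPKM (log2 fold change 3.12, standard error 0.42, adjusted p = 0.000401 from limma). Of 3 unigenes of HMG-CoA synthase (HMGCS), which acts next, 1 rose and 2 did not pass the test. TRINITY_DN2930_c0_g1 rose from 61.4 ± 16.4 to 289 ± 171 FPKM (log2 fold change 2.00, standard error 0.52, adjusted p = 0.0134 from limma), a call that ended with only the L1 and M7 libraries in the fit (adjusted p = 0.0674 from limma). A 2C-methyl-D-erythritol 2,4-cyclodiphosphate synthase (MDS) unigene (TRINITY_DN29391_c0_g1) was at 71.7 ± 24.8 FPKM in L1, 43.2 ± 1.65 in L2 and 121 ± 29.4 in M7. It rose in M7 against L2 (log2 fold change 1.44, standard error 0.28, adjusted p = 0.00227 from limma). Against L1 it did not pass the test (log2 fold change 0.77, adjusted p = 0.0532 from limma). It passed after median ratio rescaling and quantile normalization (log2 fold changes of 1.43 and 0.85, adjusted p = 0.0476 and 0.038 from limma) and without replicate 3 of L1 or of M7 (1.04 and 0.94, adjusted p = 0.00969 and 0.0419 from limma). The log2 fold change was 0.59 without replicate 1 of L1 or of M7. The other MDS unigene, TRINITY_DN29391_c0_g3, had values of 1.83, 0 and 1.68 FPKM in L1 and 3.69, 0 and 0 in M7, and did not pass the test (adjusted p = 0.909 from limma). Nor did the only tested unigene named mevalonate kinase (MK), TRINITY_DN21179_c1_g1, with values of 0.53, 1.06 and 0.45 in L1 and 0, 0.83 and 1.19 in M7 (adjusted p = 0.986 from limma). Of the 10 terpenoid unigenes of Table S8, 8 were analysed, and 7 rose and 0 fell in M7 against L1 (8 rose when adjusted over the list alone). That list was chosen by the study on these libraries and is not independent evidence of direction.

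**Figure D2:**
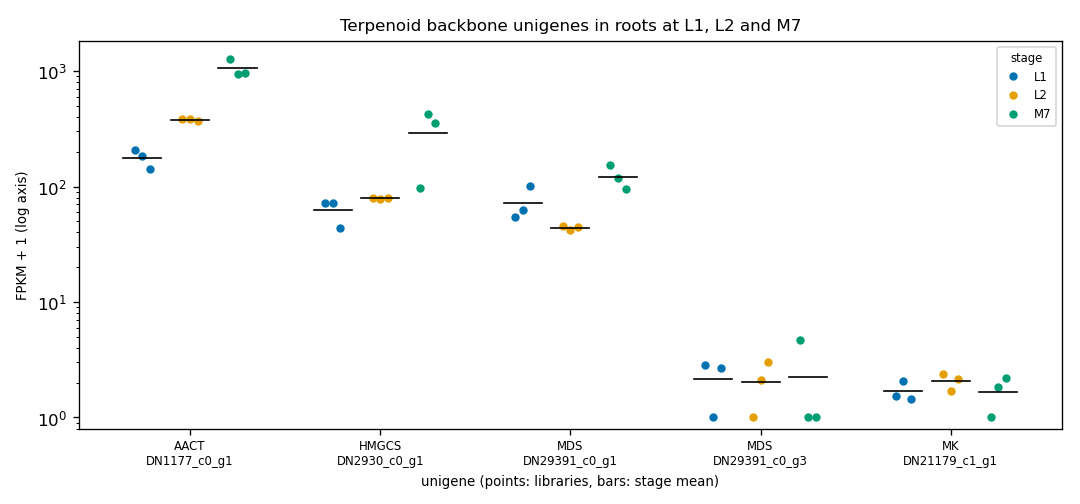
Points give the FPKM + 1 of each library, on a log axis, for unigenes of AACT, HMGCS, MDS and MK in L1, L2 and M7, and short bars give the stage means. The AACT unigene DN1177 has a mean of 176 FPKM in L1 and 1058 in M7, and the HMGCS unigene DN2930 has 61.4 and 289.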

In our DEG data, 9 genes involved in terpenoid backbone biosynthesis, including acetyl-CoA acetyltransferase (*DaAACT*), 3-hydroxy-3- methylglutaryl coenzyme A reductase (*DaHMGCR*), 2C-methyl-D-erythritol 2,4-cyclodiphosphate synthase (*DaMDS*), and mevalonate kinase (*DaMK*), were up-regulated during the developmental stages of the roots (**Figure 5B**). Moreover, two alpha-farnesene synthase (*DaAFS*) genes related to sesquiterpenoid biosynthesis were down-regulated. 

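Of 4 unigenes named alpha-farnesene synthase (AFS), 2 fell in M7 against L1 and 2 did not pass the test, also under both other scalings. TRINITY_DN3186_c0_g1 fell from 292 ± 56 FPKM in L1 to 97.3 ± 5.23 in L2 (log2 fold change -1.56, standard error 0.28, adjusted p = 0.00197 from limma) and 19 ± 7.41 in M7 (SD, n = 3; log2 fold change -3.91, standard error 0.28, adjusted p = 1.72e-05 from limma, against L1). TRINITY_DN16982_c0_g1 fell from 157 ± 24.9 to 7.42 ± 8.23 FPKM in M7 (log2 fold change -4.87, standard error 0.77, adjusted p = 0.00104 from limma), with M7 values of 0.38, 16.5 and 5.41.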

In the pathway of triterpenoid saponins biosynthesis, three *DaDS* genes involved in dammarane-type triterpene saponin biosynthase were down-regulated. Furthermore, the genes in the biosynthesis of asperosaponin VI were up-regulated, including squalene epoxidase (*SE*), (**Figure 5B**). 

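Of 5 unigenes named dammarenediol synthase (DS), which cyclizes oxidosqualene to the dammarane skeleton, 2 fell in M7 against L1 and 3 did not pass the test, also under both other scalings. TRINITY_DN19847_c0_g1 had values of 36.3, 15.7 and 5.41 FPKM in L1 and 4.81, 10.1 and 15.5 in L2 and was listed at 0 in each M7 library (adjusted p = 0.000954 from limma). TRINITY_DN27175_c0_g1 had values of 17.4, 9.83 and 4.2 FPKM in L1 and 0, 0.61 and 0 in M7 (adjusted p = 0.000805 from limma). The means of TRINITY_DN2802_c0_g2 were 61 ± 33.1 FPKM in L1 and 80.5 ± 50.6 in M7 (SD, n = 3; log2 fold change 0.27, adjusted p = 0.794 from limma), and those of TRINITY_DN359_c0_g1 were 27.8 ± 7.84 and 40.9 ± 30.0 (log2 fold change 0.35, adjusted p = 0.609 from limma). TRINITY_DN3644_c0_g1 was at 9.86 ± 3.35 FPKM in L1 and 10.5 ± 11.6 in M7 (log2 fold change -0.35, adjusted p = 0.753 from limma), and it passed the test without replicate 3 of M7 (log2 fold change -1.15, adjusted p = 0.0277 from limma). TRINITY_DN2802_c0_g2 passed only without replicate 3 of L1 and replicate 1 of M7 together (1.29, adjusted p = 0.0029 from limma), a choice made after the data were seen. Without single libraries, the log2 fold changes of these 3 unigenes lay between -1.15 and 0.16 for TRINITY_DN3644_c0_g1, -0.19 and 0.88 for TRINITY_DN2802_c0_g2 and -0.20 and 0.67 for TRINITY_DN359_c0_g1.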

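Of 5 unigenes of squalene epoxidase (SE), which makes oxidosqualene, 2 rose in M7 against L1, also under both other scalings, and 1 fell. The latter (TRINITY_DN37933_c0_g1) had values of 7.53, 5.84 and 1.15 FPKM in L1 and 0, 1.29 and 0.67 in M7 (adjusted p = 0.0331 from limma). Its call ended after quantile normalization (adjusted p = 0.186 from limma), without replicate 1 or 2 of L1 (adjusted p = 0.117 and 0.116 from limma) and without replicate 1 or 3 of M7 (adjusted p = 0.0969 and 0.0668 from limma). The same held with only the L1 and M7 libraries in the fit (adjusted p = 0.116 from limma). TRINITY_DN13177_c0_g1, whose best match is in Quercus suber, rose from 86.1 ± 29.9 FPKM in L1 to 519 ± 62.1 in M7 (SD, n = 3; log2 fold change 2.64, standard error 0.28, adjusted p = 0.000114 from limma). TRINITY_DN26458_c0_g2 rose from 17.2 ± 9.47 to 60.0 ± 10.8 FPKM (log2 fold change 1.85, standard error 0.34, adjusted p = 0.00231 from limma). TRINITY_DN3327_c0_g1 was at 255 ± 12.5 FPKM in L1 and 163 ± 59.8 in M7 and did not pass the test (log2 fold change -0.72, adjusted p = 0.0616 from limma), although it did after quantile normalization (-0.80, adjusted p = 0.0162 from limma) and without replicate 2 of M7 (-0.97, adjusted p = 0.0125 from limma), and its log2 fold change was -0.41 without replicate 1 of M7. Both tested unigenes of beta-amyrin synthase, the enzyme that makes the oleanane skeleton, rose in L2 against L1 and fell in M7 against L2. Under each of the other scalings, 1 of the 2 rose in L2 and 1 fell in M7 against L2. Of the pair, TRINITY_DN2802_c1_g1 was at 87.2 ± 7.78 FPKM in L1, 229 ± 20.7 in L2 and 53.3 ± 26.2 in M7. It rose in L2 against L1 (log2 fold change 1.38, standard error 0.31, adjusted p = 0.00656 from limma) and fell in M7 against L2 (log2 fold change -2.18, standard error 0.31, adjusted p = 0.000382 from limma). Neither call of TRINITY_DN2802_c1_g1 held under median ratio rescaling (log2 fold changes of 1.15 and -1.29, adjusted p = 0.153 and 0.0836 from limma), where those of the other unigene did. Of 10 unigenes named beta-amyrin 28-oxidase or 28-monooxygenase, cytochrome P450 enzymes that oxidize this skeleton, 1 rose and 4 fell in M7 against L1, or 3 and 4 under both other scalings. The group and the members named were chosen after their values had been seen. TRINITY_DN27026_c0_g1 had L1 values of 25.7, 30.4 and 5.22 FPKM and was listed at 0 in each M7 library (adjusted p = 0.000397 from limma). TRINITY_DN10108_c0_g1 rose from 2.88 ± 1.34 to 35.6 ± 26.6 FPKM (log2 fold change 2.85, standard error 0.69, adjusted p = 0.00959 from limma), with M7 values of 6.77, 59.2 and 40.7. That call ended with only the L1 and M7 libraries in the fit (adjusted p = 0.0565 from limma).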

To confirm the results of transcriptomic analysis, we identified the expression of several terpenoid biosynthesis genes by qRT-PCR. The expression of **Da*AACT, DaGPPS, DaSE* and *DaSE1* in the roots of M7 was higher than in L1. The expression of *DaHMGCS*, *DaHMGCR-2* was up-regulated significantly in L2 and M7, compared with L1. Whereas *DaAFS*, *DaDS-1* and *DaDS-2* transcripts were inhibited in M7 (**Figure 5C**). These results suggested that asperosaponin VI biosynthesis pathways were activated during root development. In addition, the biosynthesis of sesquiterpenoid and dammarane-type triterpene saponins was inhibited in the roots of *D. asperoides*.

**Figure 5:**
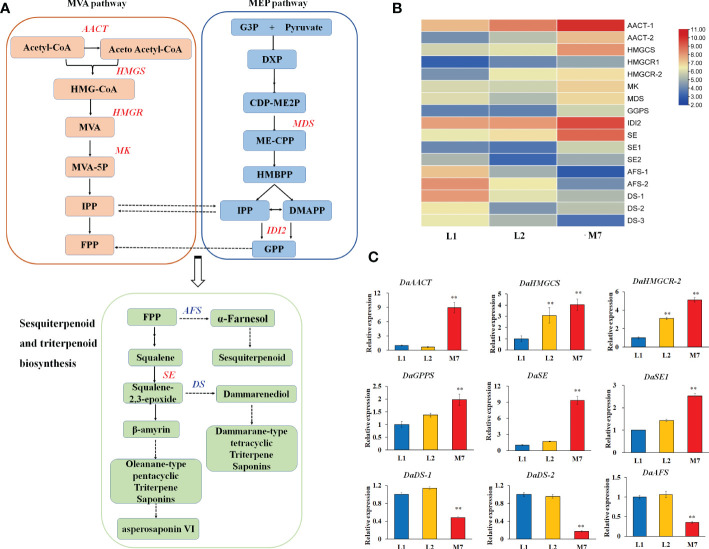
The biosynthesis of sesquiterpenoid and triterpenoid at different developmental stages. **(A)** The biosynthesis pathway of sesquiterpenoid and triterpenoid was produced according to the KEGG database. **(B)** The heat map of genes associated with terpenoid backbone, sesquiterpenoid and triterpenoid biosynthesis based on their expression level. **(C)** The expression of *DaAACT, DaHMGCS, DaHMGCR, DaGPPS, DaSE, DaSE1, DaDS-1,DaDS-2, DaAFS* in the pathway of A during root development. The values are the means ± SD; n = 3. Statistical analyses were performed using Student’s t test compared with L1. **, P < 0.01. AACT, Acetyl-CoA acetyltransferase; SE, squalene epoxidase; DS, dammarenediol synthase; AFS, alpha-farnesene synthase.

### α-Linolenic acid metabolism, JA biosynthesis and signaling

The release of α-linolenic acid through the hydrolysis of the chloroplast membranes by phospholipases initiates JA biosynthesis (Scherer et al., 2010). 

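Of all 34925 tested unigenes, 3271 rose and 12268 fell in M7 against L1, so more falls than rises need not set a list or family apart. Of 50 unigenes matched by words for jasmonate biosynthesis in their NR descriptions, 8 rose, 23 fell and 19 did not pass the test in M7 against L1, also when adjusted over the list alone. The words also took a phospholipase A-2-activating protein and a phospholipase ABHD3. After median ratio rescaling 10 rose and 21 fell, after quantile normalization 15 and 18, and without unigenes matched to Caryophyllales, Quercus suber or Hordeum vulgare 8 and 11. Of 18 unigenes matched by words for jasmonate signalling, jasmonate-induced proteins included, 3 rose and 13 fell, also when adjusted over the list alone, or 3 and 6 without these matches. From L1 to L2, 11 biosynthesis unigenes rose and 14 fell (13 and 14 when adjusted over the list alone), or 10 and 16 after median ratio rescaling, 10 and 18 after quantile normalization and 6 and 4 without these matches. Of the signalling unigenes, 0 rose and 7 fell in L2 (8 when adjusted over the list alone), or 0 and 12 under both other scalings and 0 and 2 without these matches. The signalling list ranked lower than other unigenes in L2 by camera with the preset correlation (adjusted p = 0.00109), but adjusted p = 0.164 with an estimated correlation. In M7 against L1, camera gave adjusted p = 0.663 for biosynthesis and 0.125 for signalling, while fry, which asks whether a list moves one way on balance, gave 2.91e-05 and 1.41e-05, both down. Of 8 lipoxygenase unigenes, of enzymes that oxygenate fatty acids, 0 rose in M7 against L1 and 6 fell, or 0 and 1 without matches to Caryophyllales, Quercus suber or Hordeum vulgare. A 9S-lipoxygenase 5 unigene (TRINITY_DN1509_c0_g1) fell from 87.7 ± 2.02 FPKM in L1 to 39.6 ± 15.8 in M7 (SD, n = 3; log2 fold change -1.20, standard error 0.29, adjusted p = 0.0088 from limma). The paper cites a 13-lipoxygenase for JA biosynthesis, so this fall does not speak for that step. Of 4 ketoacyl-CoA thiolase unigenes, of the closing beta-oxidation steps, 2 rose and 0 fell. A peroxisomal one (TRINITY_DN16576_c0_g2) rose from 28.6 ± 1.04 to 85.5 ± 10.2 FPKM (log2 fold change 1.54, standard error 0.17, adjusted p = 0.000156 from limma).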

In this study, several α-linolenic acid metabolism genes, JA biosynthesis and signaling related genes were differentially expressed during root development in *D. asperoides* (**Figure 6A**). A gene heatmap was illustrated based on the RNA-Seq analysis (**Figure 6B**). 

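All 4 allene oxide cyclase (AOC) unigenes changed in M7 against L1, 2 up and 2 down, the latter with best matches in beet. TRINITY_DN10456_c0_g1 rose from 5.65 ± 1.85 FPKM in L1 to 376 ± 218 in M7 (SD, n = 3; log2 fold change 5.64, standard error 0.51, adjusted p = 5.13e-05 from limma), and TRINITY_DN35460_c0_g1 from 7.97 ± 4.82 to 258 ± 113 (log2 fold change 4.94, standard error 0.53, adjusted p = 0.000125 from limma). Allene oxide synthase (AOS), the step before, had 3 unigenes, and TRINITY_DN25212_c0_g1 rose from 19.2 ± 1.32 to 119 ± 8.96 FPKM (log2 fold change 2.57, standard error 0.17, adjusted p = 1.24e-05 from limma). TRINITY_DN25246_c0_g3 fell from 19.8 ± 2.08 to 11.1 ± 3.03 FPKM (log2 fold change -0.80, standard error 0.22, adjusted p = 0.0185 from limma), but not after median ratio rescaling or quantile normalization (log2 fold changes of -0.18 and -0.12, adjusted p = 0.741 and 0.677 from limma). The call also ended without replicate 1 or 2 of L1 (log2 fold changes of -0.78 and -0.74, adjusted p = 0.0636 and 0.0783 from limma) and with replicate numbers as a block in the fit (-0.80, adjusted p = 0.0502 from limma). Of 10 oxophytodienoate reductase (OPR) unigenes, 3 rose and 3 fell, the latter all matched to Caryophyllales, Quercus suber or Hordeum vulgare, or 5 rose and 3 fell after quantile normalization. OPR3 (TRINITY_DN3604_c0_g1), which reduces the cyclic precursor of JA, was at 70.6 ± 9.49 FPKM in L1, 28.7 ± 2.87 in L2 and 171 ± 90.7 in M7 (log2 fold change 1.15, standard error 0.35, adjusted p = 0.0261 from limma, in M7 against L1). This call ended without L1 replicate 1, 2 or 3 (adjusted p = 0.0596, 0.0628 and 0.0757 from limma) and with only the L1 and M7 libraries in the fit (adjusted p = 0.0862 from limma). OPR3 had a log2 fold change of 0.75 without replicate 1 of M7. It also rose against L2 (log2 fold change 2.41, standard error 0.35, adjusted p = 0.000417 from limma). OPR11 (TRINITY_DN19804_c0_g4) rose from 8.58 ± 3.26 to 32.1 ± 7.03 FPKM (log2 fold change 1.83, adjusted p = 0.00143 from limma). Of 13 unigenes of phospholipase A (PLA), of enzymes that release fatty acids from membrane lipids, 0 rose and 8 fell, or 3 rose and 4 fell after quantile normalization. A pair of chloroplast PLA1 unigenes fell from 28.5 ± 0.449 to 0.943 ± 0.561 FPKM (TRINITY_DN11555_c0_g1, log2 fold change -3.97, adjusted p = 9.45e-06 from limma) and from 50.0 ± 4.61 to 3.51 ± 2.66 (TRINITY_DN16615_c0_g1, log2 fold change -3.65, adjusted p = 8.03e-05 from limma).

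**Figure D3:**
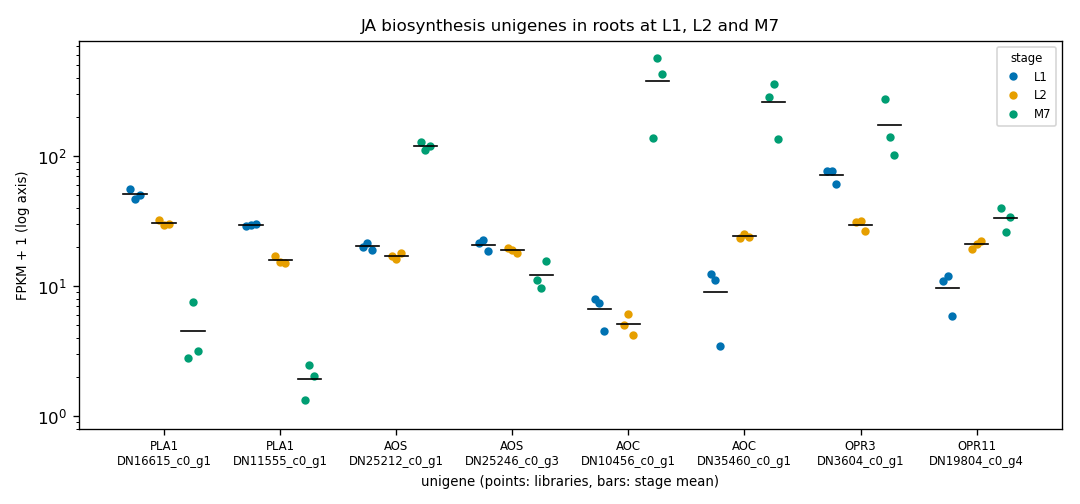
Points give the FPKM + 1 of each library, on a log axis, for unigenes of PLA1, AOS, AOC and OPR in L1, L2 and M7, and short bars give the stage means. The AOC unigene DN10456 has a mean of 5.65 FPKM in L1 and 376 in M7, while the PLA1 unigene DN16615 has 50.0 and 3.51.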

Genes related to α-linolenic acid metabolism and JA biosynthesis, such as two phospholipase genes (*DaPLA*), two allene oxide synthase (*DaAOS*), two allene oxide cyclase genes (*DaAOC*), and 12-oxophytodienoic acid reductase genes (*DaOPR3*, *DaOPR2*), were up-regulated during root development. 

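Of 10 TIFY (JAZ) unigenes, repressors of JA signalling, 2 rose and 6 fell in M7 against L1, or 3 and 6 under both other scalings. Without matches to Caryophyllales, Quercus suber or Hordeum vulgare, 2 rose and 2 fell. TIFY5A (TRINITY_DN31583_c0_g1) fell from 2289 ± 293 FPKM in L1 to 646 ± 32.5 in L2 and 37.3 ± 29.9 in M7 (SD, n = 3; log2 fold change -6.46, standard error 0.76, adjusted p = 0.000204 from limma). The unigene listed as TIFY11B in Table S5 (TRINITY_DN3331_c0_g1), named TIFY10B by its NR match, fell from 539.8 ± 26 to 42.7 ± 27.4 FPKM (log2 fold change -3.92, standard error 0.53, adjusted p = 0.000414 from limma). Another TIFY5A-like unigene (TRINITY_DN27771_c0_g1) was at 84.7 ± 7.61 FPKM in L1, 7.65 ± 0.356 in L2 and 51.2 ± 45.8 in M7 (log2 fold change -3.31, standard error 0.60, adjusted p = 0.00208 from limma, in L2 against L1). A JAZ-like unigene matched to Dianthus (TRINITY_DN14583_c0_g1), at 16.6 ± 7.19 FPKM in L1, and a TIFY7-like unigene matched to Quercus suber (TRINITY_DN24504_c0_g1), at 15.3 ± 4.11, were each listed at 0 in every M7 library (adjusted p = 2.73e-05 from limma and adjusted p = 7.19e-06 from limma). Of 5 unigenes of MYC2, the transcription factor these repressors bind, 1 rose and 4 fell, or 1 and 2 without the same matches. TRINITY_DN2437_c0_g3 rose from 23.4 ± 5 to 51.3 ± 15.1 FPKM (log2 fold change 1.08, adjusted p = 0.0109 from limma), a call that ended without replicate 2 of L1 (0.97, adjusted p = 0.0514 from limma). TRINITY_DN1285_c0_g1 fell from 10.2 ± 4.13 to 2.46 ± 1.68 FPKM (log2 fold change -1.77, adjusted p = 0.0142 from limma), a call that ended without replicate 1 or 2 of L1 (log2 fold changes of -1.67 and -1.53, adjusted p = 0.0511 and 0.0598 from limma). That call also ended with only the L1 and M7 libraries in the fit (adjusted p = 0.0672 from limma). TRINITY_DN1285_c0_g2 fell from 45.7 ± 3.14 to 19.5 ± 12.1 FPKM (log2 fold change -1.45, adjusted p = 0.0483 from limma), a call that ended without any single L1 or L2 library (log2 fold changes from -1.49 to -1.40, adjusted p = 0.104, 0.114, 0.114, 0.0504, 0.0504 and 0.0507 from limma), and its log2 fold change was -0.76 without replicate 1 of M7. That call also ended with only the L1 and M7 libraries in the fit (adjusted p = 0.144 from limma), with a pseudocount of 0.1 (0.058), without the filter on low values (0.0725) and with a robust variance model (0.0507).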

JA negative regulator *JAZ* (*DaTIFY11A, DaTIFY11B*) and *DaMYC2* were down-regulated. Moreover, the concentration of JA was gradually increased during root development in *D. asperoides* (**Figure 6C**).

**Figure 6:**
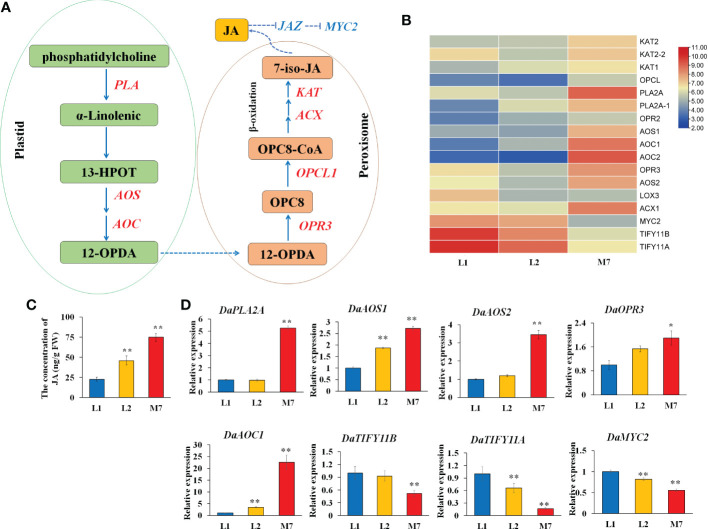
The JA biosynthesis at different developmental stages. **(A)** The pathway of α-linolenic acid metabolism and JA biosynthesis according to the KEGG database. **(B)** The heat map of genes associated with α-linolenic acid metabolism and JA biosynthesis based on their expression level. **(C)**.The concentration of JA during root development. **(D)** The expression of genes *DaPLA2A, DaAOS1, DaAOS2, DaOPR3, DaAOC1, DaTIFY11B, DaTIFY11A*, and *DaMYC2* during root development. AOS, allene oxide synthase. The values of **(C, D)** are the means ± SD; n = 3. Statistical analyses were performed using Student’s t test compared with L1. **, P < 0.01, *, P < 0.05. OPR3, 12-oxophytodienoic acid reductase; PLA2A, Phospholipase A2A.

To further validate the expression data, we verified the expression of α-linolenic acid metabolism and JA biosynthesis genes by qRT-PCR. The expression of *DaPLA2A*, *DaAOS2* and *DaOPR3* was strongly up-regulated in the root of M7 compared with L1.And the gene expression of *DaAOS1*, *DaAOC1* in the root of L2, M7 was significantly higher than in the root of L1. In addition, JA signaling related genes *DaTIFY11A*, *DaTIFY11B*, and *DaMYC2* was significantly down-regulated expression in M7. (**Figure 6D**). The results illustrated that the α-linolenic acid metabolism and JA biosynthesis and signaling was activated during root development in *D. asperoides*. Additionally, we speculated that JA biosynthesis and signaling regulated the biosynthesis of asperosaponin VI in *D. asperoides*.

### Plant hormone signal transduction

Hormones are important in plant growth, development, and the biosynthesis of secondary metabolites. Genes involved in plant hormone signaling pathways were identified in different developmental stage roots in *D. asperoides*, including auxin, ethylene, JA, cytokinin, ABA, gibberellic acid (GA) and salicylic acid (SA) (**Figure S4**, **Table S5**). All hormone signaling pathways were predominantly induced. 

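Of the 41 hormone unigenes of Table S5, 24 were analysed. Against L1, 13 rose in M7, 10 fell and 1 did not pass the test, also under both other scalings and when adjusted over the list alone. By hormone, 5 auxin unigenes rose and 2 fell, 4 of ABA rose and 4 fell, 2 of GA rose and 1 fell, and 1 of JA rose and 1 fell, besides a unigene listed without a name that fell. In ethylene signalling, the EIN3-binding F-box protein EBF2 (TRINITY_DN1694_c0_g1), a negative regulator, rose from 6.37 ± 2.84 FPKM in L1 to 145 ± 55.7 in M7 (SD, n = 3; log2 fold change 4.32, standard error 0.40, adjusted p = 5.67e-05 from limma). In SA signalling, the marker PR-1 (TRINITY_DN10473_c0_g2) fell from 73.9 ± 25.5 FPKM in L1 to 2.65 ± 0.319 in L2 (log2 fold change -4.31, standard error 0.70, adjusted p = 0.0011 from limma) and had M7 values of 7.78, 0 and 3.42. Between L1 and L2, 4 of the 24 rose and 4 fell, or 2 and 6 after median ratio rescaling and 4 and 8 after quantile normalization. The study chose this list on these libraries, so it is not independent evidence of direction, and its unigenes are those that Table S5 and the table analysed here share.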

In IAA signaling pathways, the IAA receptor gene TIR1 and most small auxin-up RNA (SAUR) were up-regulated, while some auxin-responsive protein/indoleacetic acid-induced protein (Aux/IAA) were down-regulated during root development. 

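The TIR1 unigene (TRINITY_DN11280_c0_g1), an auxin receptor, rose from 34 ± 10.9 FPKM in L1 to 72.2 ± 12.7 in M7 (SD, n = 3; log2 fold change 1.10, standard error 0.28, adjusted p = 0.0113 from limma). Of 4 SAUR unigenes in the table of the study, 3 were analysed and all 3 rose. TRINITY_DN19155_c0_g1 rose from 5.9 ± 4.06 to 105 ± 2.72 FPKM (log2 fold change 4.15, standard error 0.45, adjusted p = 0.000131 from limma), TRINITY_DN17850_c0_g1 from 22.8 ± 3.67 to 89.8 ± 36.1 (log2 fold change 1.85, adjusted p = 0.0024 from limma) and TRINITY_DN19178_c0_g2 from 43.1 ± 2.24 to 127 ± 22.8 (log2 fold change 1.52, adjusted p = 0.000234 from limma). Of 4 Aux/IAA unigenes, repressors of the auxin response, 2 were analysed. IAA17-like (TRINITY_DN30170_c0_g1) fell from 66 ± 12.9 to 2.87 ± 3.17 FPKM (log2 fold change -4.43, standard error 0.53, adjusted p = 0.000222 from limma), while IAA27-like (TRINITY_DN1296_c0_g1) rose from 128 ± 21.7 to 229 ± 23.5 (log2 fold change 0.84, standard error 0.18, adjusted p = 0.00541 from limma). A GH3.1 unigene (TRINITY_DN14_c0_g1), which conjugates auxin to amino acids, fell from 60.6 ± 21.1 to 3.14 ± 1.1 FPKM (log2 fold change -3.87, standard error 0.31, adjusted p = 3.14e-05 from limma). All of these directions held under both other scalings.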

Many DEGs in the JA signaling pathway, including a MYC-related gene and three TIFY genes were differentially expressed during root development. 

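Of 4 TIFY unigenes in Table S5, 2 were analysed, and in M7 against L1 1 rose and 1, TIFY11B, fell. TIFY6B (TRINITY_DN320_c0_g1) rose from 140.1 ± 44.5 FPKM in L1 to 403 ± 130.1 in M7 (SD, n = 3; log2 fold change 1.53, standard error 0.31, adjusted p = 0.00384 from limma), all 3 M7 libraries lying above all 3 L1 libraries. The directions were the same under both other scalings.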

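Of 4 PYL unigenes, ABA receptors, in Table S5, 3 were analysed and all rose in M7 against L1. TRINITY_DN17836_c0_g1 rose from 4.37 ± 1.19 FPKM in L1 to 42 ± 22.3 in M7 (SD, n = 3; log2 fold change 2.91, standard error 0.35, adjusted p = 0.000229 from limma) and TRINITY_DN1905_c0_g2 from 79.2 ± 37 to 318 ± 128 (log2 fold change 2.06, standard error 0.42, adjusted p = 0.00429 from limma). TRINITY_DN1905_c1_g1 rose from 12.3 ± 7.63 to 69.8 ± 48.6 FPKM (log2 fold change 2.29, adjusted p = 0.00977 from limma), a call that ended with only the L1 and M7 libraries in the fit (adjusted p = 0.0549 from limma). A protein phosphatase 2C unigene (TRINITY_DN3522_c0_g1), which these receptors inhibit, fell from 285 ± 120 to 12.2 ± 6.07 FPKM (log2 fold change -4.49, standard error 0.42, adjusted p = 5.84e-05 from limma). Of 4 SnRK2 kinase unigenes, which phosphorylate ABA response factors, 3 fell and 1 rose. SAPK2 (TRINITY_DN3774_c0_g3) fell from 58.1 ± 8.13 to 2.04 ± 1.58 FPKM (log2 fold change -4.45, standard error 0.42, adjusted p = 6.58e-05 from limma) and SnRK2.4 (TRINITY_DN18489_c0_g1) from 60.2 ± 11.8 to 10.7 ± 7.28 (log2 fold change -2.65, adjusted p = 0.00345 from limma). SnRK2-1 (TRINITY_DN3932_c0_g1) fell from 43.1 ± 5.9 FPKM to M7 values of 0, 6.59 and 0.14 (adjusted p = 0.000959 from limma), and SRK2E (TRINITY_DN3774_c0_g2) rose from 13.4 ± 5 to 48.6 ± 6.06 (log2 fold change 1.84, adjusted p = 0.000815 from limma). The directions held under both other scalings.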

In the ABA signaling pathways, four ABA receptor genes (PYL) were up-regulated, while three serine/threonine-protein kinase SRK2 (snrk2) genes and two protein phosphatase 2C (PP2C) genes were down-regulated. Three DELLA proteins, three GID1 genes and one GID2 were up-regulated in the GA signaling pathway. 

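The DELLA unigene GAI1 (TRINITY_DN2134_c0_g1), a repressor of GA responses, rose from 24 ± 7.55 FPKM in L1 to 61.7 ± 20.8 in M7 (SD, n = 3; log2 fold change 1.33, standard error 0.31, adjusted p = 0.00826 from limma). The GID2 unigene (TRINITY_DN16966_c0_g2), an F-box protein that targets DELLA proteins, rose from 156 ± 53.9 to 361 ± 131 FPKM (log2 fold change 1.20, standard error 0.35, adjusted p = 0.0216 from limma). The GID2 call ended without replicate 3 of L1 and without replicate 1 or 3 of M7 (adjusted p = 0.0513, 0.0543 and 0.0561 from limma). It also ended with only the L1 and M7 libraries in the fit (adjusted p = 0.0863 from limma). The 3 GID1 unigenes and 2 of 3 DELLA unigenes of Table S5 were not analysed here. A PIF3 unigene (TRINITY_DN10381_c0_g4), a growth regulator bound by DELLA proteins, rose from 13.2 ± 0.685 to 42.1 ± 1.52 FPKM in L2 (log2 fold change 1.60, standard error 0.51, adjusted p = 0.0344 from limma). That call ended without any single L1 or L2 library (log2 fold changes from 1.57 to 1.63, adjusted p = 0.0796, 0.0925 and 0.083 without L1 replicates 1, 2 and 3, and 0.109, 0.117 and 0.104 without those of L2, from limma).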

The results suggested that plant hormones played complex roles in the biosynthesis of asperosaponin VI and roots development in *D. asperoides*.

### Transcription factors

Transcription factors play an important role in regulating metabolite synthesis and metabolism, as well as regulating gene expression. This study focused on the TFs in the DEGs. 

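Of the TF unigenes in Table S6, 84 were analysed, and 83 of them had an adjusted p under 0.05 from limma in at least 1 comparison. By the thresholds for a DEG, 70 of the 84 passed in at least 1 comparison, and the other 14 had an absolute log2 fold change of 2 or less in each. Between L1 and L2, 9 rose and 13 fell (7 and 12 when adjusted over the list alone), or 7 and 26 after median ratio rescaling and 13 and 28 after quantile normalization. The EFM-like MYB unigene TRINITY_DN13486_c0_g2, of a family that represses flowering genes, rose from 7 ± 0.776 FPKM in L1 to 31.7 ± 1.33 in L2 (SD, n = 3; log2 fold change 2.03, standard error 0.50, adjusted p = 0.0105 from limma), a call that ended with a pseudocount of 0.1 (adjusted p = 0.054 from limma). LOB domain-containing protein 38 (TRINITY_DN275_c0_g2), of regulators of nitrogen responses, rose from 9.29 ± 2.44 to 40.7 ± 1.13 FPKM (log2 fold change 2.05, standard error 0.22, adjusted p = 8.7e-05 from limma). The MYB5 repressor unigene TRINITY_DN3185_c0_g1 fell from 54.7 ± 18.2 to 8.1 ± 1.38 FPKM (log2 fold change -2.58, standard error 0.46, adjusted p = 0.00199 from limma).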

A total of 146 DEGs encoding TFs were identified during different developmental stages in the roots, which belonged to 22 TF families (**Table S6**). The number of down-regulated genes was significantly greater than the up-regulated genes. 

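Against L1, 54 of the 84 TF unigenes fell in M7 and 27 rose, or 54 and 26 after median ratio rescaling and 54 and 27 after quantile normalization. The median log2 fold change of the list was -2.89, which is -2.41 relative to all tested unigenes. The list was chosen by the study on these libraries and is not independent evidence of direction. The largest fall was that of ERF109 (TRINITY_DN1369_c0_g1), a factor induced by wounding and jasmonate, from 3466 ± 287 FPKM in L1 and 2043 ± 69.9 in L2 to M7 values of 0, 2.66 and 1.33 (SD, n = 3; adjusted p = 1.73e-06 from limma, against L1). All 17 TF unigenes of a list inducible by wounding, touch or cold fell, also when adjusted over the list alone, and so did the 5 CBF/DREB1 unigenes, regulators of cold acclimation. Both lists were drawn from Table S6 after its stage means had been seen, so their falls are not independent evidence either. DREB1A-like (TRINITY_DN25193_c0_g1) fell from 277 ± 42.4 to 3.78 ± 3.62 FPKM (log2 fold change -6.24, standard error 0.60, adjusted p = 7.25e-05 from limma) and TRINITY_DN30925_c1_g1 from 248 ± 36.8 to 0.53 ± 0.312 (log2 fold change -7.36, standard error 0.22, adjusted p = 9.3e-07 from limma). Of 4 GRAS unigenes, 1 rose and 3 fell, of 7 bHLH unigenes 2 rose and 4 fell, and of 5 bZIP unigenes 2 rose and 2 fell (2 and 1 without matches to Caryophyllales, Quercus suber or Hordeum vulgare).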

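Of 16 MYB unigenes of Table S6 analysed here, 2 rose and 13 fell in M7 against L1, and all 4 WRKY and all 4 NAC unigenes fell, under all 3 scalings and when adjusted over each list alone. A pair of RADIALIS-like unigenes, small MYB-related proteins, fell from 111 ± 9.02 FPKM in L1 to M7 values of 0, 0.5 and 3.01 (TRINITY_DN24929_c0_g1; adjusted p = 2.54e-05 from limma) and from 669 ± 429 to M7 values of 0, 5.1 and 3.08 (TRINITY_DN24929_c1_g1; adjusted p = 4.53e-05 from limma). The MYB6-like repressor TRINITY_DN3521_c0_g1 fell from 121 ± 40.6 to 25 ± 0.561 FPKM in L2 (log2 fold change -2.18, standard error 0.43, adjusted p = 0.00326 from limma) and 5.64 ± 3.35 in M7 (SD, n = 3; log2 fold change -4.30, standard error 0.43, adjusted p = 8.18e-05 from limma, against L1). MYB14-like (TRINITY_DN12523_c0_g2), of regulators of stilbene and phenylpropanoid genes, fell from 97.8 ± 8.68 to 12.3 ± 8.66 FPKM in M7 (log2 fold change -3.21, standard error 0.56, adjusted p = 0.00181 from limma). These lists come from the study's own table, chosen on these libraries.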

The results showed that 18.6% (27 in 146) of total MYBs were down-regulated in the developmental stages of the roots, as well as 5.5% (8 in 146) WRKY, and 5.5% (9 in 146) NAC TFs. About 24.1% (35 in 146) of the ethylene-responsive TFs (ERF/AP2) were differentially expressed (**Table S5**). 

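Of the AP2/ERF unigenes of Table S6, 21 were analysed, and 9 rose and 12 fell in M7 against L1 (8 and 12 after median ratio rescaling, 9 and 12 when adjusted over the list alone). The AP2/ERF unigene TRINITY_DN1638_c0_g1, listed as a dehydration-responsive element-binding protein, rose from 2.96 ± 1.12 FPKM in L1 to 95.4 ± 26 in M7 (SD, n = 3; log2 fold change 4.60, standard error 0.31, adjusted p = 1.41e-05 from limma). A pair of unigenes with a Trinity component in common rose from 4.12 ± 3.79 to 89.6 ± 30.4 FPKM (TRINITY_DN11262_c0_g1; log2 fold change 4.44, standard error 0.60, adjusted p = 0.000414 from limma) and from 4.07 ± 3.58 to 82.2 ± 26 (TRINITY_DN11262_c0_g2; log2 fold change 4.27, standard error 0.54, adjusted p = 0.000307 from limma). The study chose this list on these libraries, which makes it no independent evidence of direction.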

One MYB and 1 bHLH were unique expressed in L2. And 36 TFs were unique expressed in M7, including 5 NAC, 4 AP2/ERF, 6 MYB and 3 bHLH. 

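Of the 84 TF unigenes of Table S6, 0 were DEGs of L2 against L1 alone, 7 of M7 against L1 alone and 2 of M7 against L2 alone. DEGs of M7 against both seedling stages held 53, including 4 NAC, 15 AP2/ERF, 8 MYB and 3 bHLH unigenes. By level, 1 TF unigene had means under 1 FPKM in L1 and L2 and of at least 30 in M7, 0 had this in L2 alone, and 7 were under 1 in M7 and at least 30 in L1 or L2. The first was HY5 (TRINITY_DN11764_c0_g2), a bZIP factor of light responses, with values of 0, 0.22 and 0 FPKM in L1, 0.35, 0 and 0.57 in L2 and 10.4, 105 and 138 in M7 (adjusted p = 0.000666 from limma).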

Expression correlation analysis indicated that 34 TFs involved in terpenoid biosynthesis, including 11 AP2/ERF and 4 B3_superfamily (**Figure S5**, **Table S8**). qRT-PCR revealed that the expression of *DaERF1* was up-regulated during root development, especially in stage M7 (**Figure S6**).

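Of the 34 TFs of Table S8, 20 were analysed, and 19 rose and 0 fell in M7 against L1, also under both other scalings and when adjusted over the list alone. They include 7 AP2/ERF and 2 B3 unigenes, all of which rose. The squamosa promoter-binding-like protein SPL9 (TRINITY_DN28849_c0_g1), a regulator of the change from juvenile to adult growth, rose from 2.57 ± 0.675 FPKM in L1 to 73.7 ± 33.4 in M7 (SD, n = 3; log2 fold change 4.31, standard error 0.33, adjusted p = 2.21e-05 from limma). The study chose this list by correlation on these libraries, so it is not independent evidence of direction. Pearson correlations with the 8 terpenoid unigenes analysed gave 160 pairs. Over the 6 libraries of L1 and L2, 54 pairs had an adjusted p under 0.05 in an exact two-sided permutation test, 78 before adjustment, but these stages form separate clusters, so the relation cannot be tested on them. The smallest p that 720 permutations allow is 0.0014. On deviations from the stage means of the 9 libraries, 0 pairs passed in a permutation test (23 before adjustment, lowest adjusted p = 0.185). The smallest p that its 216 permutations allow is 0.0046, so at least 15 of the 160 pairs would have to reach it for any to pass, and the 0 does not show that the relation is absent.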

### JA biosynthesis and signaling pathway enhanced the biosynthesis of asperosaponin VI in *D. asperoides*

To confirm whether the JA biosynthesis and signaling plays important role in the biosynthesis of asperosaponin VI in D. asperoides, which was subjected to MeJA treatment. The results showed that the content of asperosaponin VI was significantly accumulated following MeJA treatment in the roots of *D. asperoides* (**Figure 7A**). Moreover, the terpenoid biosynthesis gene expression of *DaAACT, DaHMGCS*, and *DaHMGCR-2* was also up-regulated after MeJA treatment for 6 h (**Figures 7B–D**). In addition, the expression of *DaOPR3*, and *DaAOS1* was up-regulated following MeJA treatment for 6 h (**Figures 7E, F**). Furthermore, the expression of *DaDS* was down-regulated. And expression level of *DaAFS* was increased following MeJA treatment (**Figure S7**). Hence, the JA biosynthesis pathway was activated. The results illustrated that JA biosynthesis and signaling regulated the expression of *DaAACT, DaHMGCS, DaHMGCR-2* and accelerated the biosynthesis of asperosaponin VI.

**Figure 7:**
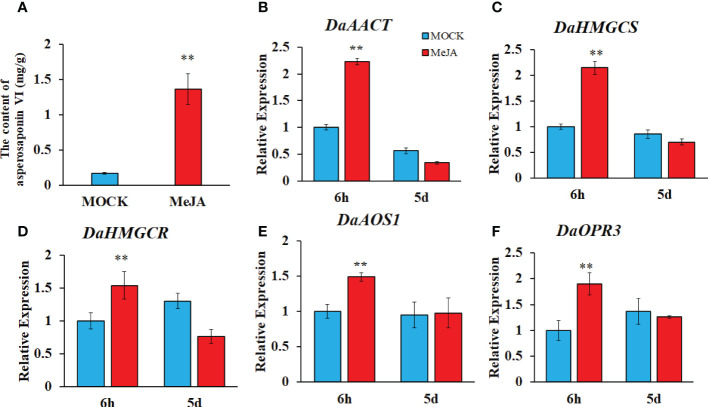
MeJA regulated the biosynthesis of asperosaponin VI in *D. asperoides.* **(A)** the content of asperosaponin VI in the roots following MeJA treatment for 5 d. **(B–F)** the expression of *DaAACT*, *DaOPR3, DaAOS1, DaHMGCS, DaHMGCR* in the roots following MeJA treatment for 6 h and 5d. All the values are the means ± SD; n = 3. Statistical analyses were performed using Student’s t test compared MOCK. **, P < 0.01.

## Discussion

Saponins are important secondary metabolites in Chinese herbal plants, especially triterpenoid saponins. Significant difference in content of asperosaponin VI is due to different growth periods (Jiang et al., 2013). Exploring the distribution of triterpene saponins and understanding the molecular and physiological mechanisms of the synthesis and metabolism of triterpene saponins are essential in *D. asperoides*. In this study, MALDI-MSI and transcriptomics were used to analyze the distribution and mechanisms of synthesis of triterpene saponins in *D. asperoides*. The results revealed a complex gene network involving JA biosynthesis pathways and other regulatory factors involved in the biosynthesis of triterpene saponins.

### Root growth and development resulted in differences in the biosynthesis and distribution of asperosaponin VI

Secondary metabolites participate in plant growth, development, and adaptation, and may in addition play important roles in plant defense against pathogens and abiotic stress (Bednarek and Osbourn, 2009; Peng et al., 2021). Triterpenoid saponins are known as a vital class of secondary metabolites with important medicinal value (Ge et al., 2016; Yan et al., 2018). A few histochemical staining methods have been applied for the visualization of the distribution of various triterpenoid saponins, which play important roles in the efficacy of traditional Chinese medicine (Kubo et al., 1981). However, it is noteworthy that these staining methods are unable to distinguish different types of triterpenoid saponins, especially asperosaponin VI in *D. asperoides*. In this study, asperosaponin VI was visualized with MALDI MSI for the first time. Asperosaponin VI was distributed in the xylem and was enriched throughout the entire xylem from the two-leaf stage (**Figure 2H**). Thus, we speculate that the content of asperosaponin VI increased because of the increase of xylem proportion in roots during root development.

### Complex gene networks involved in the biosynthesis of asperosaponin VI

Complex secondary metabolic regulation processes exist in Chinese herbal plants. Genomes have been used to elucidate the metabolic processes in some important plants, such as *Panax ginseng* Xu et al., 2017 *Panax notoginseng* (Wei et al., 2017; Chen et al., 2018; Jiang et al., 2020), and *Tripterygium wilfordii* (Tu et al., 2020). With the rapid development of sequencing technology, transcriptome sequencing has emerged as a rapid method for researching the regulation and molecular mechanisms of complex growth and development processes, especially for *D*. *asperoides*, which lacks a reference genome. In this study, we identified 3916 DEGs (**Figure 3A**), which were enriched in the pathways of sesquiterpenoid and triterpenoid biosynthesis, terpenoid backbone biosynthesis, α-linolenic acid metabolism and plant hormone signal transduction by KEGG pathway analysis (**Figure 4B**). Herein, the DEGs were abundant in jasmonic acid metabolic process and jasmonic acid biosynthetic process (**Figure 4A**). Moreover, the unique expressed genes in L2 stage enriched in terpenoid biosynthetic and metabolic, jasmonic acid signaling (**Figure S3A**). The results indicated that JA biosynthesis and signaling, sesquiterpenoid and triterpenoid biosynthesis genes, terpenoid backbone biosynthesis genes, play an important role in regulating the biosynthesis of asperosaponin VI.

### TFs involved in JA biosynthesis and signaling and the biosynthesis of asperosaponin VI

Transcription factors play important roles in regulating plant growth and metabolite synthesis by regulating the expression of downstream genes (Hoang et al., 2017; Long et al., 2019). In this study, 146 TFs exhibited significant differences in expression. These TFs were classified into 20 families, including *ERF*/*AP2*, *MYB*, *NAC*, and *WRKY*, which indicated the regulation of metabolites synthesis in *D. asperoides* (**Tables S6**, **S7**). Expression correlation analysis that 11 AP2/ERF involved in terpenoid biosynthesis (**Figure S5**, **Table S8**). Previous studies have demonstrated that TFs function in regulating terpenoid synthesis. Tanshinone production was significantly increased in *SmERF1L1* overexpressed roots in *Salvia miltiorrhiza*. Additionally, *SmERF1L1*, a novel JA -responsive gene, positively regulated tanshinone biosynthesis by comprehensively upregulating tanshinone biosynthetic pathway genes (Huang et al., 2019). Moreover, the over-expression of *SmWRKY1* significantly increased tanshinone production in *S. miltiorrhiza*. *SmWRKY1* was responsive to MeJA and acted as a positive regulator to regulate tanshinone biosynthesis through activating *SmDXR* in the MEP pathway (Cao et al., 2018). In addition, a *R2R3*-*MYB* TF, *SmMYB98*, promoted the accumulation of tanshinone by activating the transcription of *SmGGPPS1*, *SmPAL1*, and *SmRAS1* (Hao et al., 2020). Therefore, many TFs may be regulated by JA biosynthesis and signaling. And studies on TFs will be beneficial for illustrating the regulatory networks for the biosynthesis of triterpenoids, including asperosaponin VI.

### JA biosynthesis and signaling promotes the biosynthesis of asperosaponin VI by activating the expression of triterpenoid biosynthetic genes

The phytohormone JA regulates plant development and defense processes, such as by synthesizing secondary metabolites to resist biotic or abiotic stresses (Browse, 2009; Zhou et al., 2016; Ho et al., 2020). There are some molecular links between JA biosynthesis, signaling and saponin biosynthesis. A JA biosynthetic 13-lipoxygenase gene, *PgLOX6*, promotes the production of ginsenoside, which is a triterpenoid saponin. Furthermore, *PgLOX6* up-regulates the expression of ginsenoside biosynthetic genes such as squalene synthase (*SS1*) and squalene epoxidase (*SE*) (Shadi et al., 2016). The JASMONATE ZIM DOMAINs (JAZs) are repressors in the JA signaling pathway (Bai et al., 2011), and *SmJAZ8* deregulates the yield of tanshinone in “*Danshen”* (Pei et al., 2018). JAs are formed from α -linolenic acid of chloroplast membranes by the lipoxygenase pathway (Wasternack and Song, 2016) (**Figure 6A**). In this study, the concentration of JA was increased (**Figure 6C**). Meanwhile, MeJA facilitated the accumulation of asperosaponin VI (**Figure 7A**). JA biosynthesis and signaling has a positive effect on the regulation of asperosaponin VI biosynthesis. In addition, the gene *DaAACT*, *DaHMGCS, DaHMGCR* in the pathway of saponin biosynthesis was rapidly up-regulated following MeJA treatment (**Figures 7B–D**), as well as in the developing roots. Hence, we suspect that JA biosynthesis and signaling may regulate the biosynthesis of asperosaponin VI by regulating the expression of triterpenoid biosynthetic genes including *DaAACT*, *DaHMGCS, DaHMGCR*. *DaAACT* is the first enzyme in the terpenoid synthesis pathway and catalyzes two units of acetyl-CoA into acetoacetyl-CoA. The application of AACT could increase the fraction of 3-hydroxyvalerate in *Escherichia coli* (Jeon et al., 2017). Therefore, we speculate that JA biosynthesis and signaling regulates the expression of TFs which active the expression of triterpenoid biosynthetic genes, thereby facilitating the biosynthesis of asperosaponin VI in *D*. *asperoides*.

## Conclusion

In this study, we found that the content of asperosaponin VI and JA in the root increased gradually along with the development of the roots. Additionally, the spatial distribution of asperosaponin VI was localized in the xylem. A total of 3916 DEGs and 146 TFs were identified. The genes associated with JA biosynthesis, signaling and asperosaponin VI biosynthesis were up-regulated following MeJA treatment, as well as in the developing roots of *D. asperoides*. We speculate that JA biosynthesis and signaling regulates the expression of TFs to promote the expression of triterpenoid biosynthetic genes and facilitate the biosynthesis of asperosaponin VI (**Figure 8**). These results present a regulatory network by which asperosaponin VI, JA, and TFs co-modulate the biosynthesis of asperosaponin VI in *D. asperoides*.

**Figure 8:**
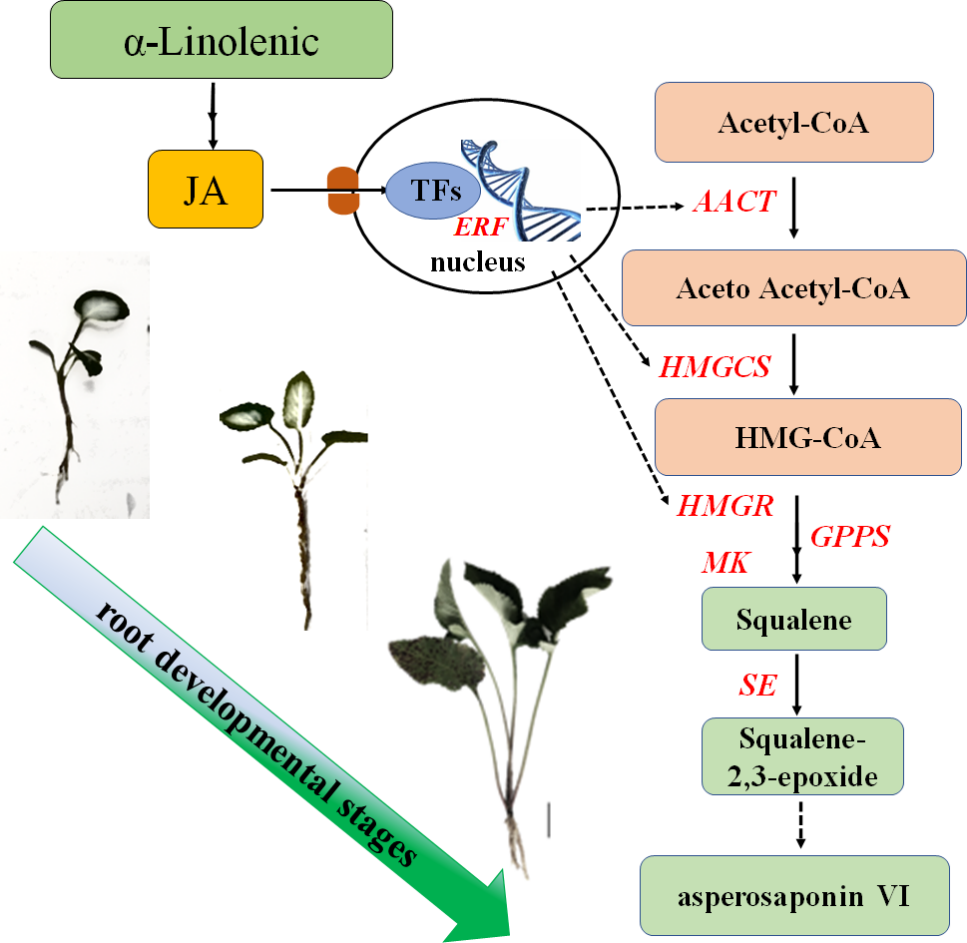
Schematic showing the role of α-linolenic acid and JA in the biosynthesis of asperosaponin VI during the root deveopmental in *D. asperoides.*.

## Data availability statement

The original contributions presented in the study are publicly available. The data presented in the study are deposited in the the National Center for Biotechnology Information (NCBI) database, accession number GSE208123.

## Author contributions

JX, TZ conceived and designed the study. JX wrote the manuscript. XO, YY, CX, WJ revised the manuscript. JX, ZH and CY performed the experiments. JX, HH and LL contributed to data analysis. All authors discussed the results and agreed to the published version of the manuscript.

# Supplementary material for: Transcriptome analysis reveals that jasmonic acid biosynthesis and signaling is associated with the biosynthesis of asperosaponin VI in Dipsacus asperoides
**Source:** Front Plant Sci. 2022 Dec 22;13:1022075. doi: 10.3389/fpls.2022.1022075

**Transcriptome analysis reveals that** **jasmonic acid signaling is associated with the biosynthesis of** **asperosaponin VI in *Dipsacus asperoides***

Fig. S1 The standard and sample original peak map of HPLC in Fig. 2F. A-D, the sample of L1, L2, L4, and standard. E-F, the sample of M7 and standard. G-H, the sample of M12 and standard. The red arrows represent the peak of asperosaponin VI.

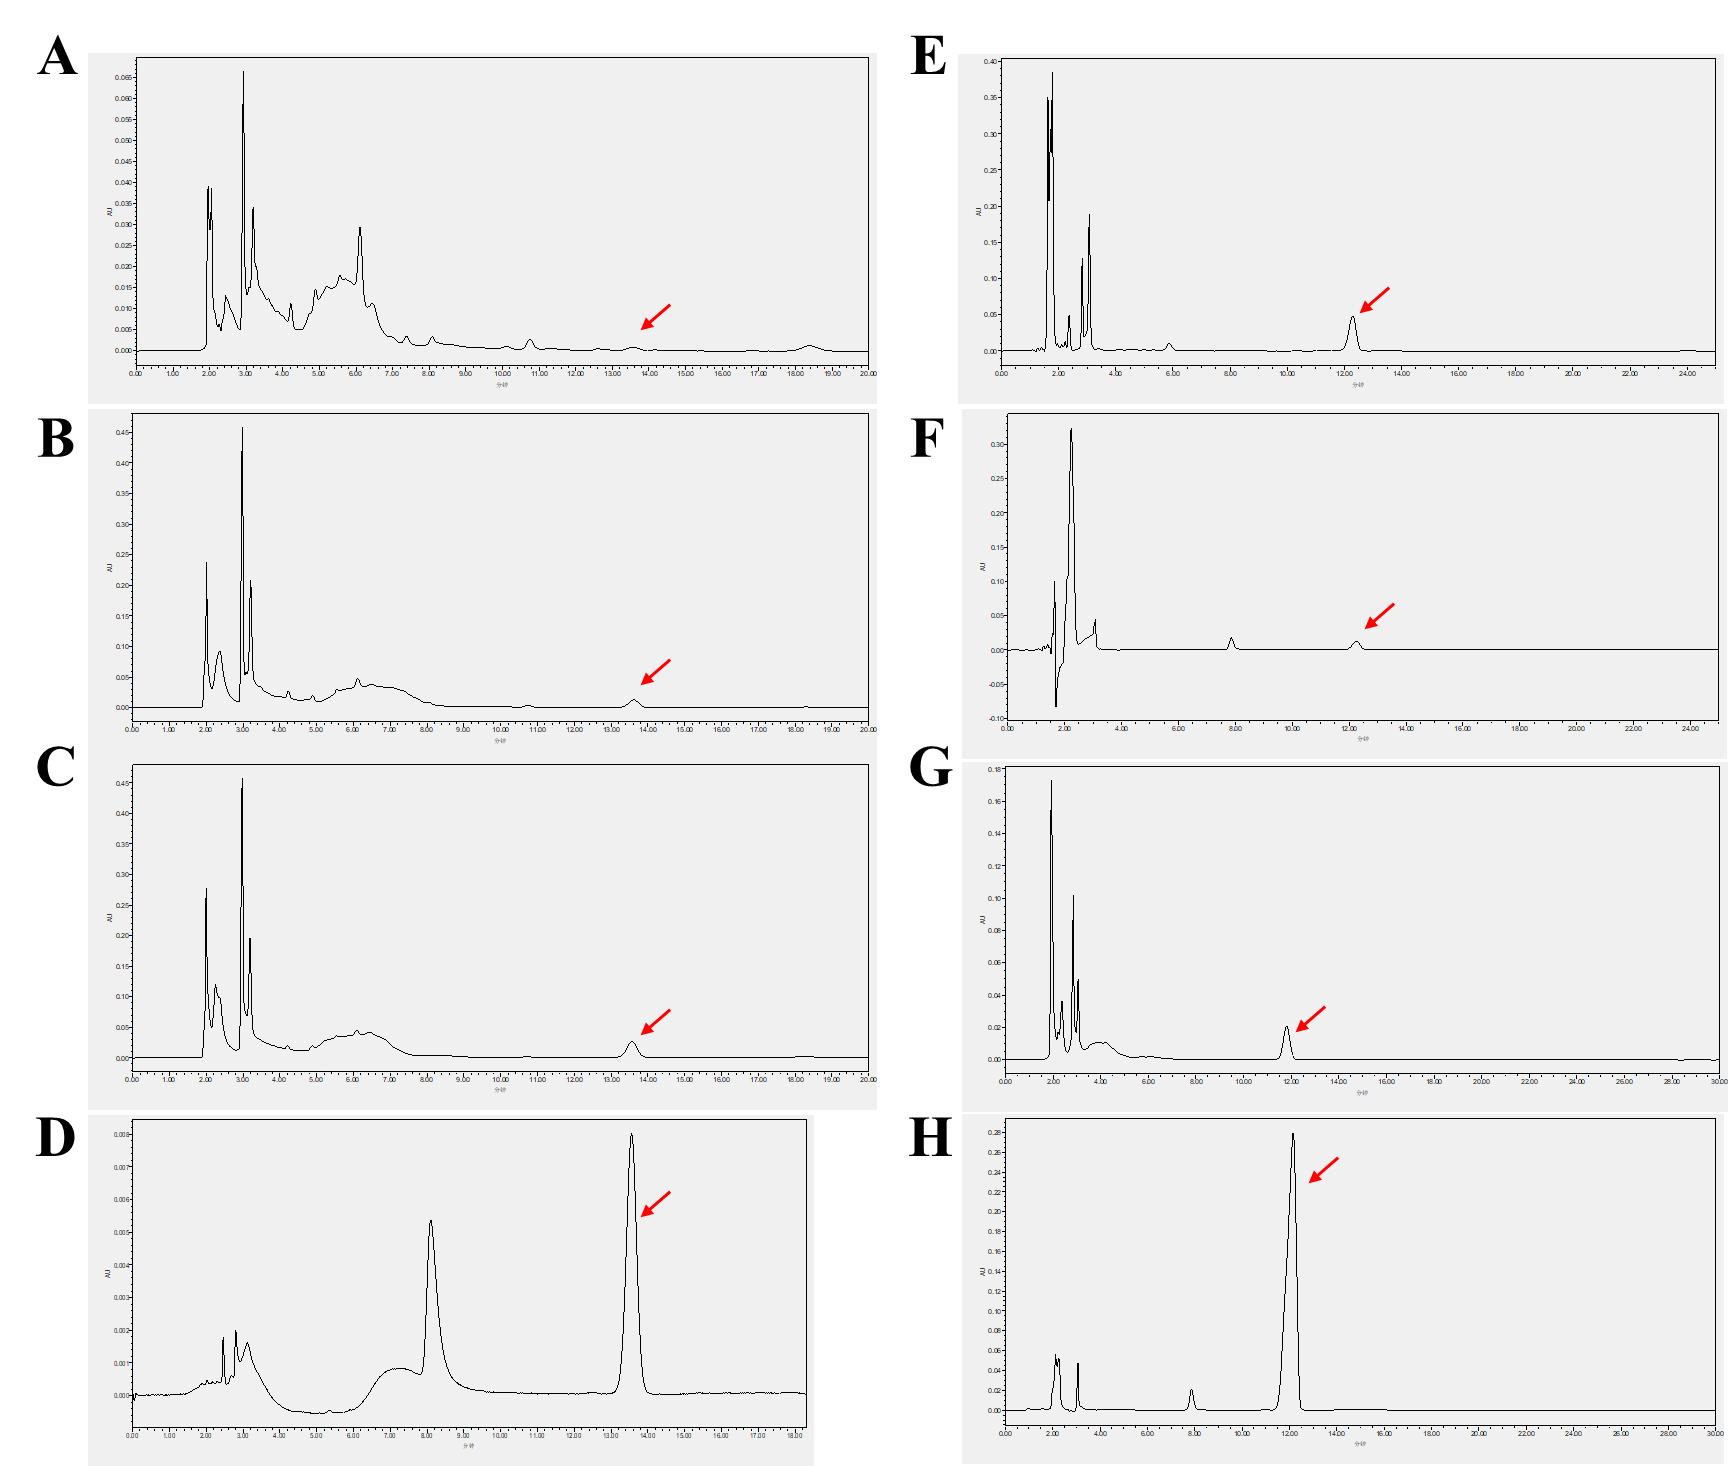

Fig. S2 The cross section of root in L2 stage.

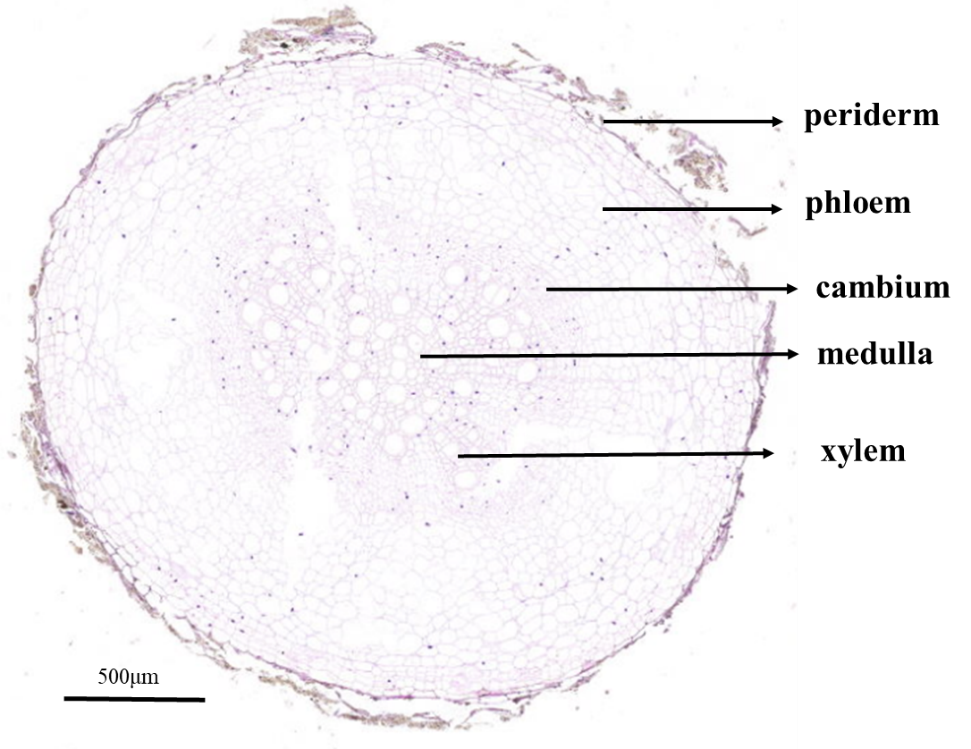

Fig. S3 GO enrichments. A, GO enrichments of L2 unique genes. B, GO enrichments of M7 unique genes. C, GO enrichments of intersection between L1 VS M7 and L2 VS M7.

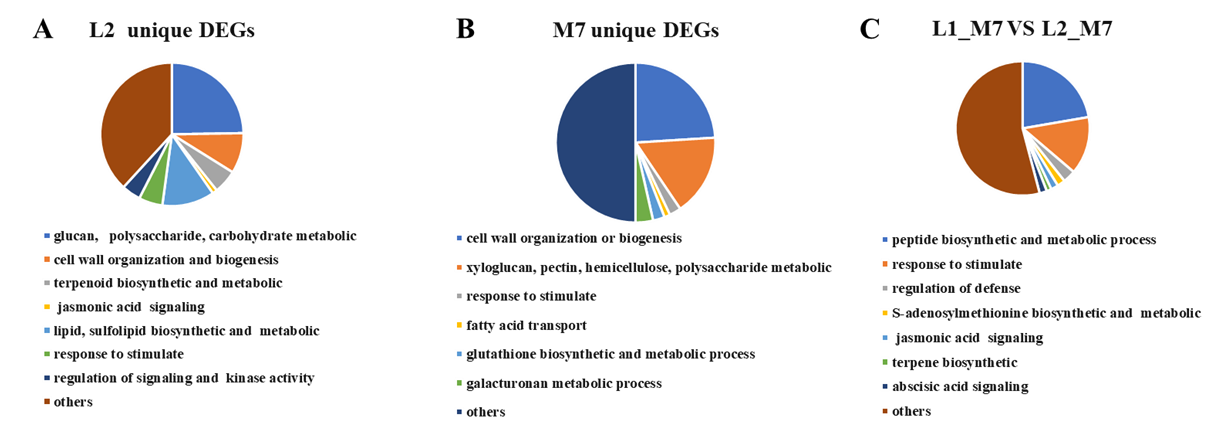

Fig. S4 The expression patterns of genes in plant hormone signal transduction pathway with heat map.

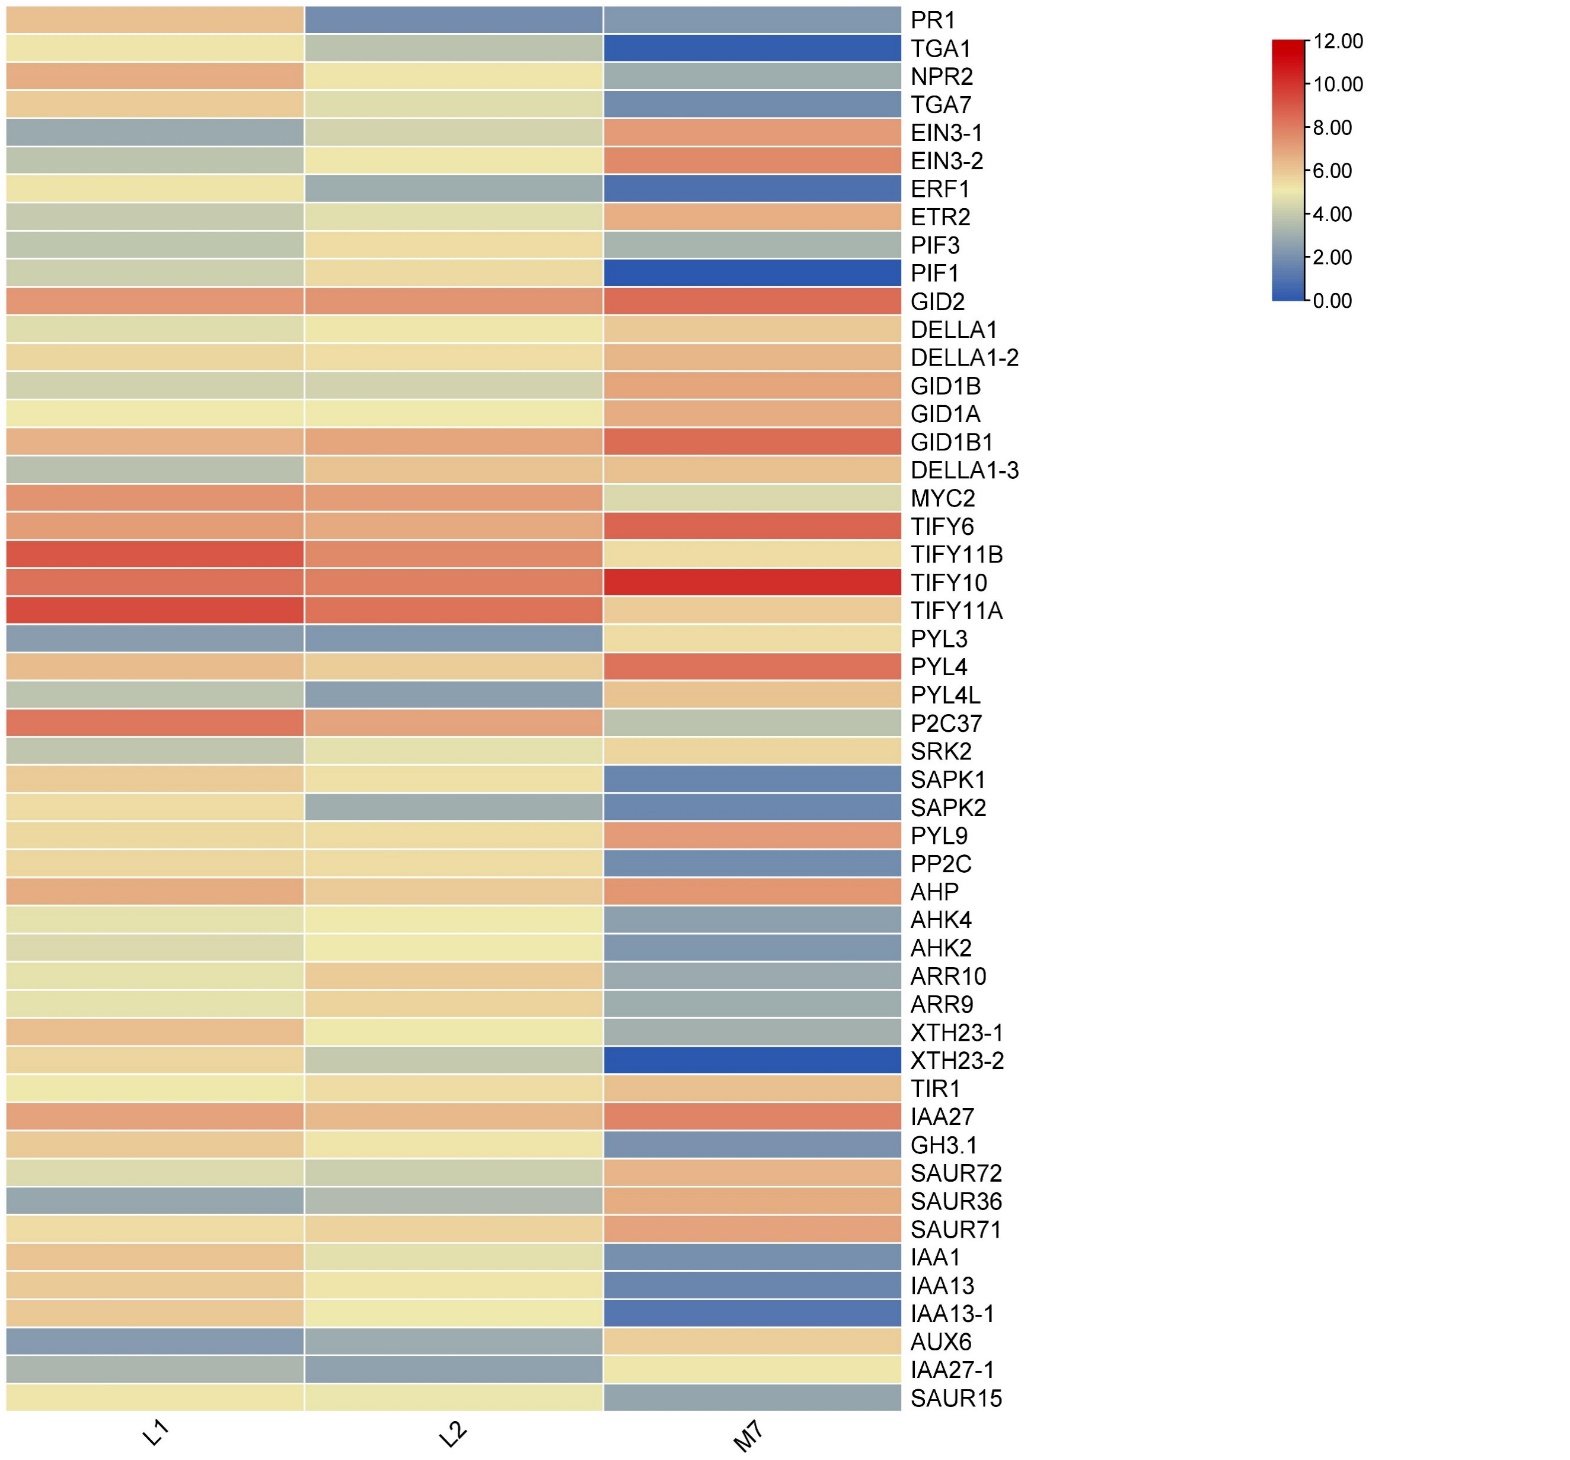

**SA**

**ETH**

**GA**

**JA**

**ABA**

**cytokinin**

**IAA**

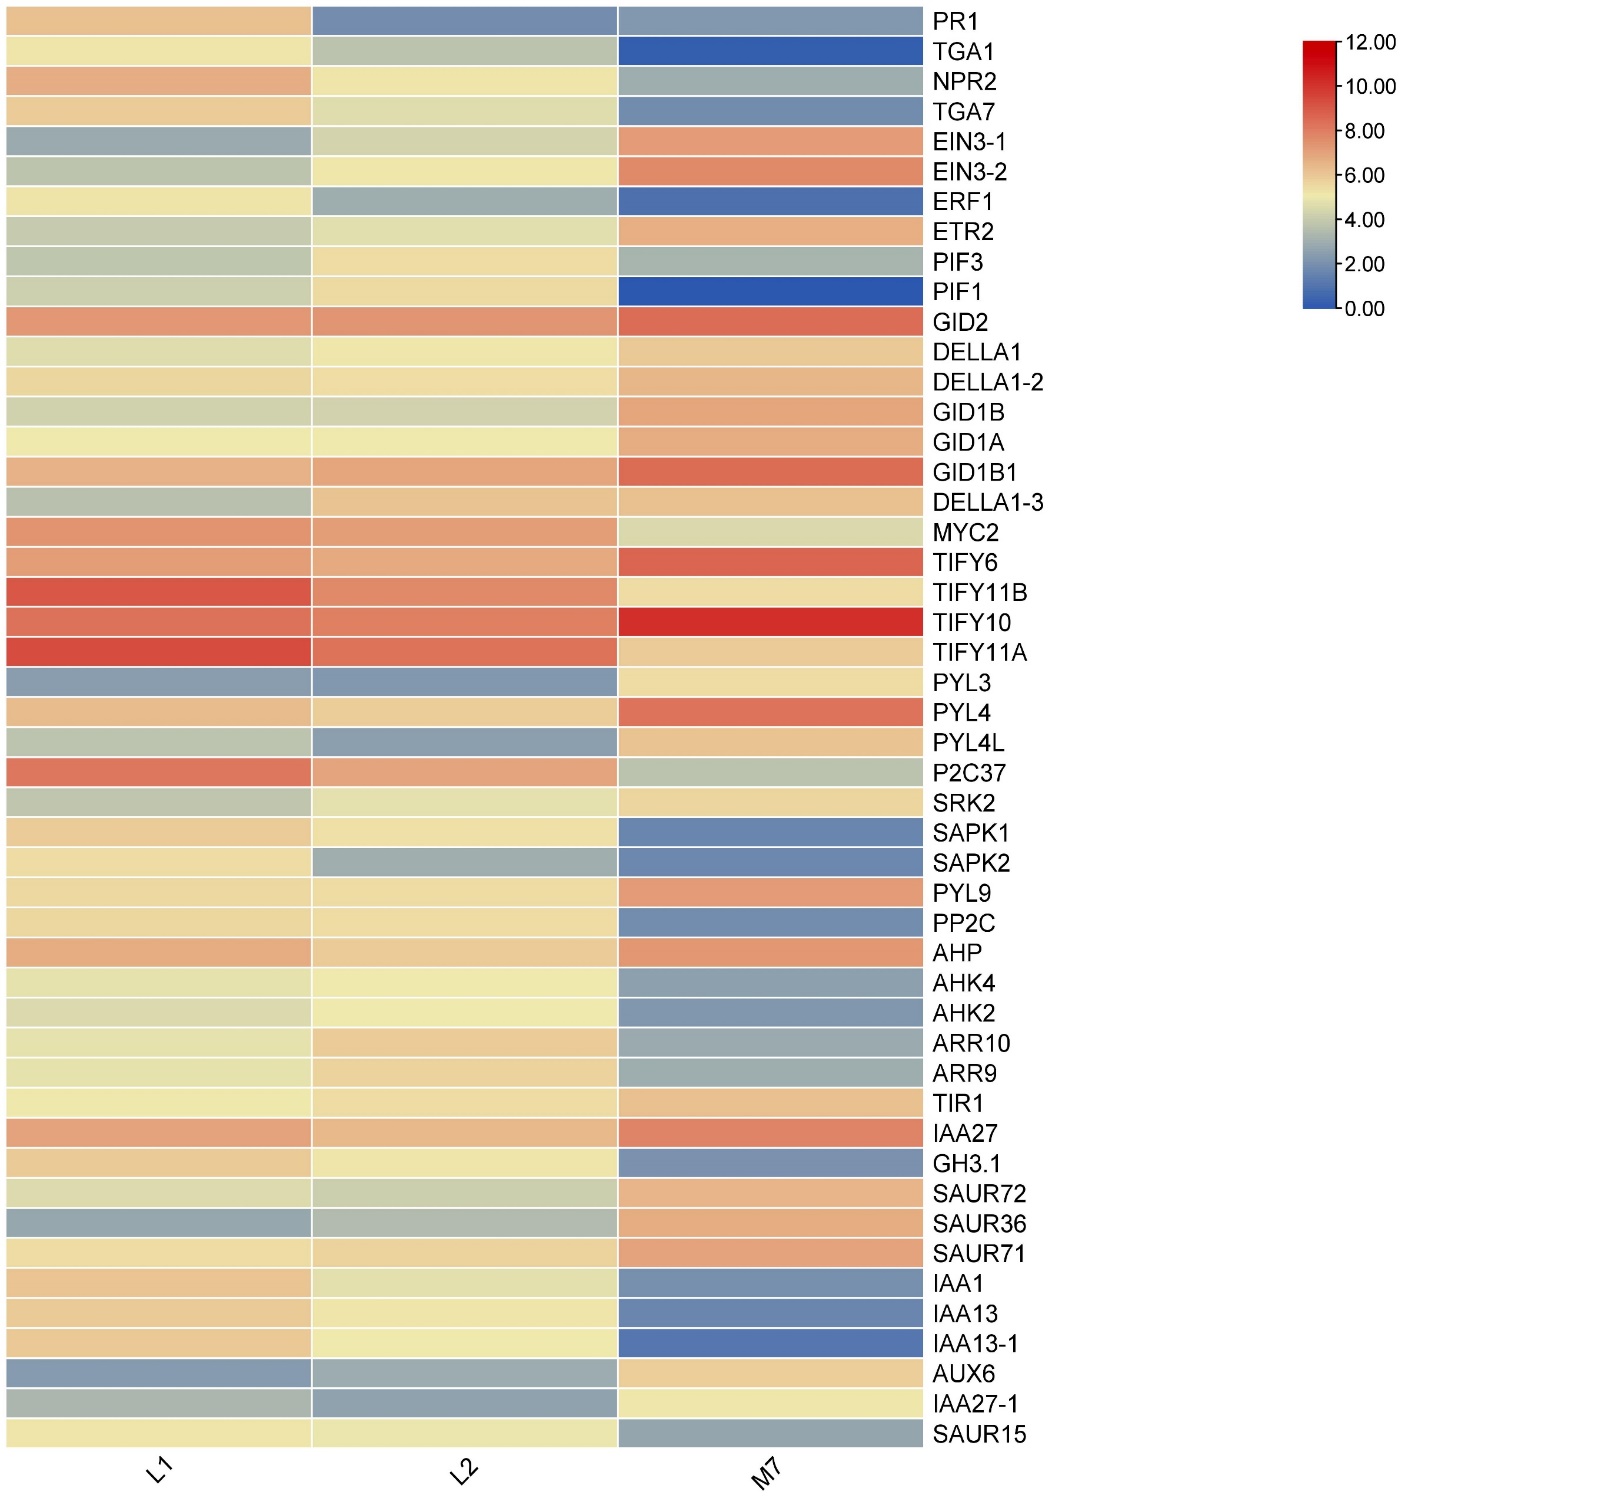

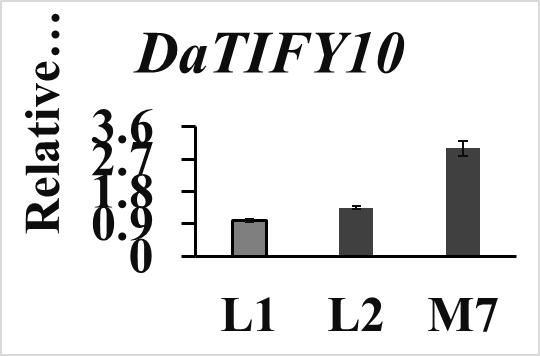

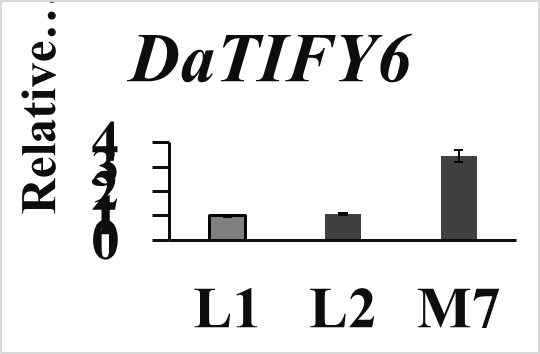

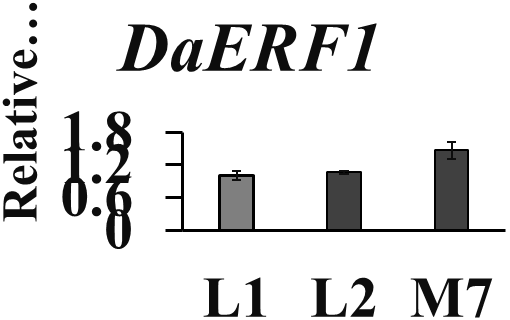

**L1**

**L2**

**M7**

**A**

**B**

******

******

*****

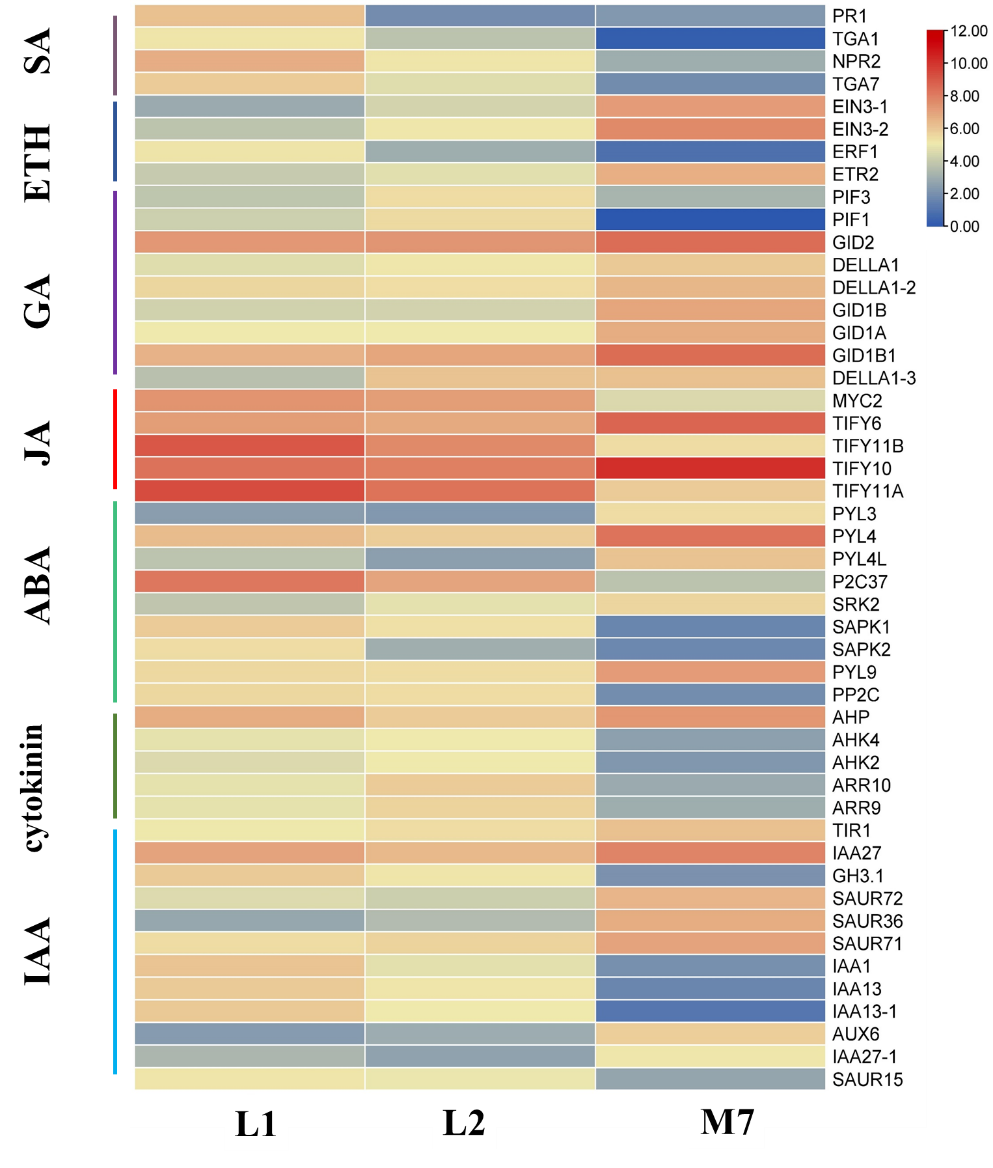

Fig. S5 The correlation coefficients between TFs and terpenoid biosynthesis genes. Red dots are terpenoid biosynthesis genes and blue dots are TFs.

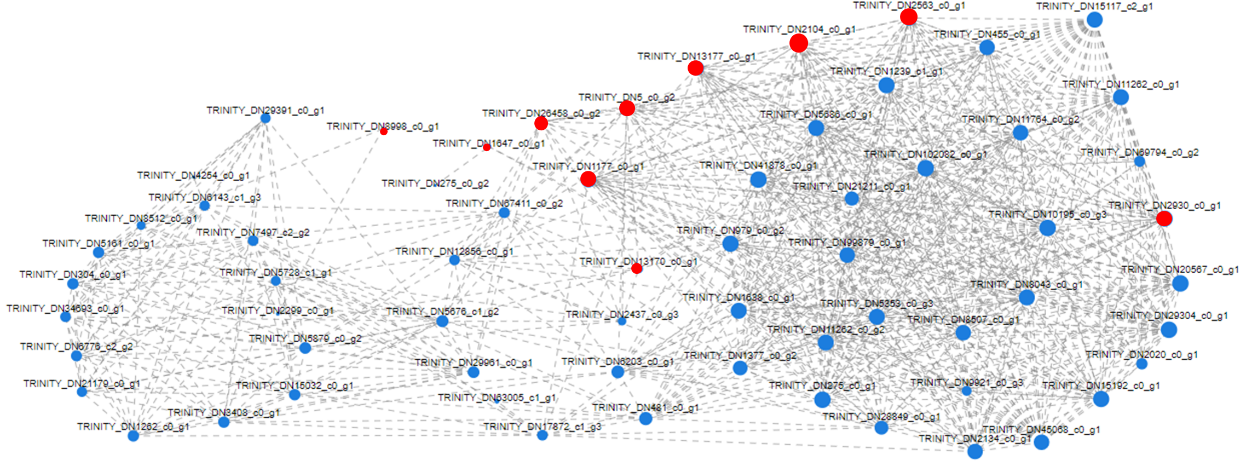

Fig. S6 The expression of genes *DaERF1* during root development. Statistical analyses were performed using Student’s t test compared L1. *, P < 0.05.

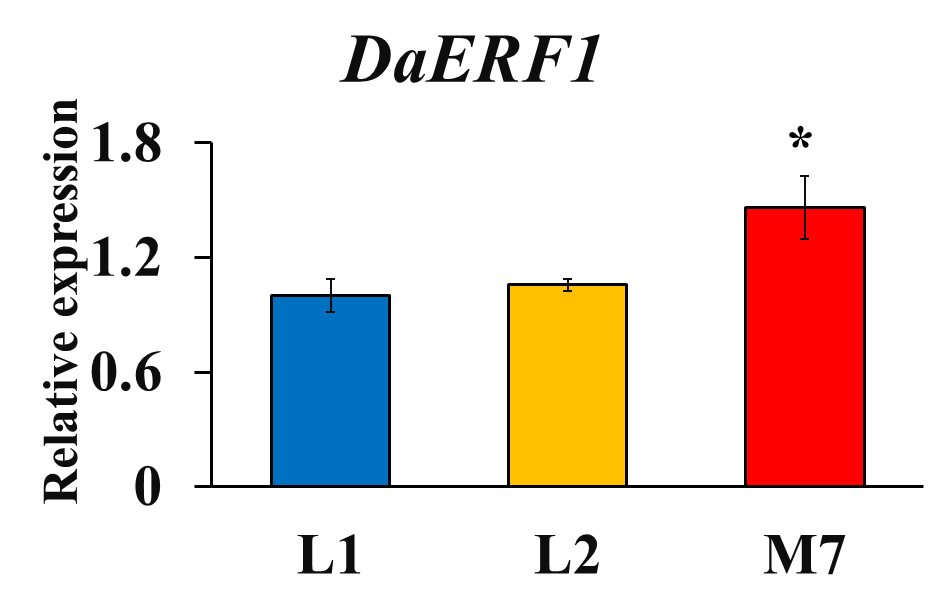

Fig. S7 MeJA regulated the biosynthesis of terpenoid in *D. asperoides.*

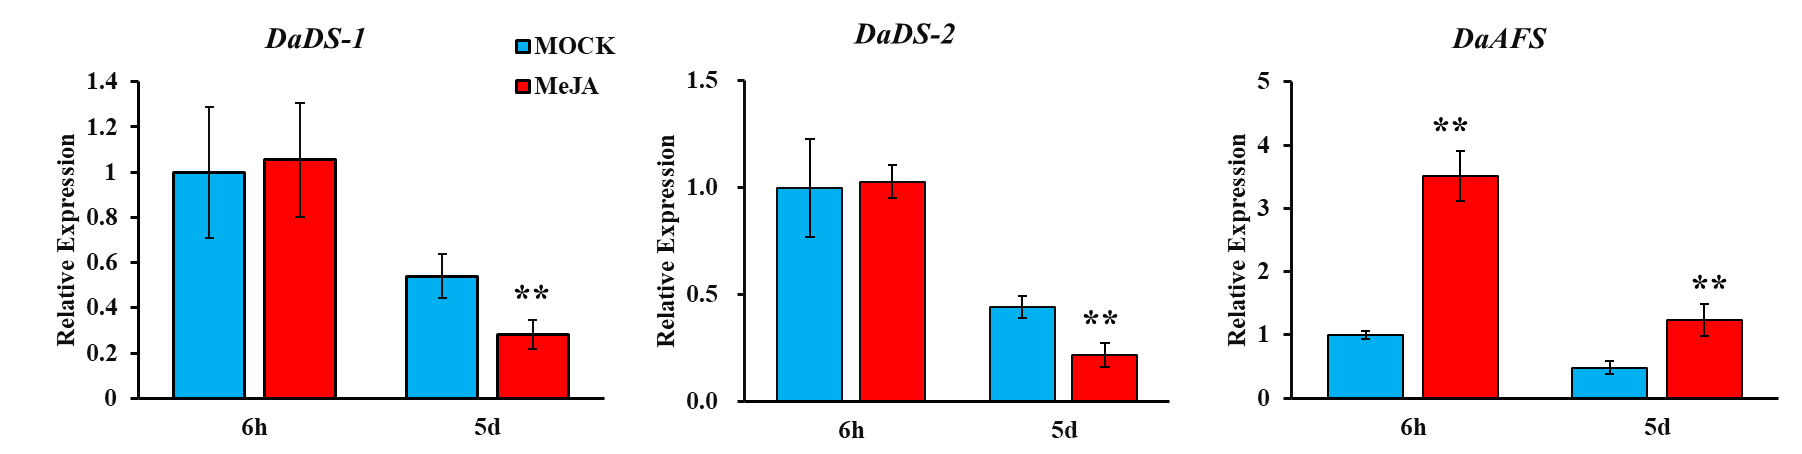

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

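RNA-Seq values of 9 root libraries of D. asperoides were analysed, 3 each of the L1, L2 and M7 stages. The authors checked reads with FastQC, trimmed them with fastx_toolkit, assembled all clean reads of the 9 libraries with Trinity and quantified unigenes with RSEM. No reference genome entered these steps. The paper gives TPM for the quantification and FPKM for expression levels and DEGs, so the authors' values are called FPKM, per kilobase of transcript and scaled by mapped reads. The stage means that the authors list equal the means of the 3 libraries. The values have 2 decimals and are not counts, so no count test was used. The depth behind a value is unknown, and no interval for counting error is given. The table holds 65535 of the 124677 unigenes of the assembly, and all counts refer to that part. Of the unigenes of the paper's tables, it holds 6 of 11 in Table S4, 24 of 41 in Table S5, 84 of 141 in Table S6, and 8 of 10 terpenoid unigenes and 20 of 34 TFs in Table S8. For those of Tables S5, S6 and S8, the stage means equal the listed ones within 0.01 (72 of 72, 252 of 252 and 84 of 84 values).

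Unigenes with at least 1 FPKM in at least 3 of the 9 libraries were tested. Values were taken as log2(FPKM + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend in the variance), with a mean per stage and no replicate block, since replicate numbers do not pair plants. Contrasts were L2 minus L1, M7 minus L1 and M7 minus L2, and p values were adjusted by Benjamini-Hochberg over all tested unigenes of a contrast. A DEG had an adjusted p under 0.05, an absolute log2 fold change over 2 and a highest stage mean over 30 FPKM. The first 2 thresholds are those of the methods, which give the last as an FPKM maximum over 30 without saying over what, so the stage mean is a reading made here, with the highest single library as an alternative. The paper's text names no test for the DEGs. The test was checked on simulated data with unigenes changed by known amounts.

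Unigenes named in the text were taken from candidates set by a rule, except where the text says that a unigene was chosen after its values had been seen. The text names only part of these candidates, without a further rule, so the members shown of a family or list are examples. The rule was set before the data were examined, as were the thresholds, and the gene lists and alternatives but those named here and below. It takes the terpenoid unigenes of Table S8 and all unigenes of Tables S5 and S4. Of the TFs of Tables S6 and S8, it takes the 5 largest rises and the 5 largest falls in M7 against L1 and in L2 against L1 that pass an adjusted p of 0.05 and whose libraries do not overlap. It takes every unigene whose description is a gene the paper names in terpenoid or JA metabolism. Of the named DEGs of each comparison, it takes the 10 largest rises and the 10 largest falls with libraries that do not overlap, and unnamed ones only up to 2 each. Stage means in Tables S5, S6 and S8, which equal those of the data, had been seen when the rule was written. The lists of TFs inducible by wounding, touch or cold and of CBF/DREB1 unigenes were drawn from Table S6 with these means in view.

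Gene lists came from Tables S5, S6 and S8 (hormones, TF families and terpenoid unigenes) and from words in the NR descriptions (MVA and MEP pathways, prenyl and triterpene synthesis, sesquiterpene synthases, JA biosynthesis and signalling, lignin and xylem, photosynthesis, ribosomal proteins, cell cycle, heat shock, cold and dehydration, and fungal or bacterial names). Lists by description were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. Correlations used exact permutation tests. Alternatives were pseudocounts of 0.1 and 5, other filters and thresholds, median ratio rescaling, quantile normalization, other variance models, fits of only the stages compared, a replicate block, and each library left out in turn. Words for the members of each hormone pathway, the final words for MDS, PLA and TIFY names, and words for fungal structures and for groups of match species were set after the data were seen. Also added then were a fit without replicate 3 of L1 and replicate 1 of M7 together, and one without unigenes matched to Caryophyllales, Quercus suber or Hordeum vulgare. GO and KEGG enrichment, qRT-PCR, metabolite content, MALDI imaging and MeJA treatment were not analysed here.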

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

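The test of whether match names carry information on the organism, the test for green tissue, the tests on TRINITY_DN22710_c0_g1 alone and the counts without unigenes matched to other organisms were chosen after the result was seen, and so were the words for fungal structures.

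Unigenes with best matches in Caryophyllales made up 2.315% of the summed FPKM in L1, 0.975% in L2 and 0.240% in M7, a group of unigenes the paper does not discuss. Of ribosomal protein unigenes with such matches, 97.6% lay under 0.1 FPKM in all M7 libraries, although the ribosome is needed at every stage. Genes of D. asperoides used only in seedlings would not predict this. But the group was formed after the species had been seen by stage, and 96.2% of all its tested unigenes lay there too. The share therefore cannot decide against such genes. Whether the match names carry information on the organism stays open, since the groups were formed after the species had been seen by stage. The share of unigenes under 0.1 FPKM, 89.1 percentage points higher than among matches to Camellia or Actinidia, restates that choice. RNA of another plant in the L1 and L2 libraries may account for these unigenes, but the same 97.6% is no independent evidence for it. The plant and the step at which its RNA could have entered stay open.

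Unigenes with best matches in Quercus suber made up 2.674% of the summed FPKM in L2, against 1.43% in L1 and 1.29% in M7. Of those tested, 1.45% (30 unigenes) carried a word in their NR description that names fungal structures or processes, such as septin or hydrophobin, against 0.0402% of matches to Camellia or Actinidia. Both the words and the group were set after the data were seen. The share therefore cannot decide against genes of D. asperoides used in L2 as the only source. RNA of fungi in the L2 libraries is a candidate explanation for part of the pattern, but the same 1.45% is no independent evidence for it. Of the 30 named unigenes, 29 were higher in L2 than in L1 and 29 higher than in M7, which adds little, since the group was picked for its level in L2. Ribosomal protein unigenes with these matches went both ways in M7 against L1, 27 up and 35 down of 112, so the group is mixed and its remainder stays open. Whether such fungi lived in or on the roots was not tested.

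The chlorophyll a-b binding unigene TRINITY_DN22710_c0_g1 reached 2086 FPKM in M7. The other 7 unigenes with that name and without matches to Caryophyllales, Quercus suber or Hordeum vulgare had sums of 65.0, 20.4 and 27.3 FPKM in L1, L2 and M7, so the rise against L1 is that of 1 unigene. Green tissue in the M7 samples was tested by the small subunit of ribulose bisphosphate carboxylase, abundant in green tissue. Its 3 tested unigenes stood in M7 at 0.305 of their L1 level, with sums of 18.8, 7.06 and 5.73 FPKM in L1, L2 and M7. These did not rise, but only part of the assembly was analysed. More abundant unigenes of this subunit may be missing, so green tissue stays open. Scaling and a single M7 library were to be tested on the photosynthesis list as a whole, whose median log2 fold change in M7 against L1 was -0.99, -0.70 after median ratio rescaling and -1.10 at the lowest without 1 M7 library. Since that list did not rise against L1, these tests say nothing about that unigene. For the unigene alone, both were argued against as the whole source of its rise. Its log2 fold change of 7.20 against L1 was 7.85 after median ratio rescaling and 6.81 after quantile normalization, and 6.92 at the lowest without 1 M7 library. A change in it with root age stays open and untested.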

How the results depend on the processing

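The fit without replicate 3 of L1 and replicate 1 of M7 together and the fit without unigenes matched to other organisms were chosen after the data were seen. With 1 library left out, 116 of 126 counts that answer a comparison stayed within 1.5 times the value reported, and so did all 13 counts refitted under a replicate block, other variance models and no filter on low values. Of 125 unigene comparisons, 120 kept their direction under every alternative and 101 also their side of the threshold. FPKM give no depth, so unigenes with low values are limited by the pseudocount.

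DEGs of all 3 comparisons (78) became 127 with a pseudocount of 0.1 and 20 with 5, where those shared by both M7 comparisons became 822 and those of L2 against L1 alone 15. With an absolute log2 fold change over 1, 501 rose and 392 fell in L2 against L1, 959 rose in M7 against L1, 817 rose in M7 against L2, 57 were DEGs of L2 against L1 alone and 371 of all 3 comparisons. With a single library over 30 FPKM in place of the stage mean, 216 fell in L2 against L1. Without a threshold on the stage mean, which admits more unigenes by construction, 3325 rose and 1234 fell in L2 against L1, 1170 and 5552 in M7 against L1, and 753 and 7528 in M7 against L2, with 11811 in any comparison, 3273 shared by the M7 comparisons and 184 of L2 against L1 alone. Median ratio rescaling gave 808 rises in M7 against L1 and 791 against L2. DEGs of L2 against L1 alone were 40 after quantile normalization and 41 with only the stages compared. Without replicate 3 of L1 and replicate 1 of M7 together, 71 fell in L2 against L1 and 51 were DEGs of all 3 comparisons.

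Detected unigenes (34925) became 62276 above 0 in any library, 59454 at 1 FPKM or more in any library and 14719 at 5 FPKM or more in 3 libraries, as each rule admits more or fewer by construction. Of the TF and terpenoid pairs over the libraries of L1 and L2, 54 became 10 with Spearman's rho. On residuals from the stage means 0 passed, but over all 9 libraries, so both the values and the libraries changed there, and at least 15 pairs would have to reach the smallest p of 0.0046 for any to pass. Of list tests past the threshold, 7 with camera's preset correlation became 0 with an estimated correlation and 32 with fry, which asks another question. Where no construction is named, the cause was not tested.

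Over the fits that leave out 1 library, the lowest and highest counts were 131 and 373 rises (lowest without replicate 1 of L2) and 64 and 136 falls (lowest without replicate 3 of L1) in L2 against L1, 388 and 538 rises and 1044 and 1498 falls in M7 against L1, 344 and 385 rises and 1131 and 1641 falls in M7 against L2, and 2005 and 2519 DEGs in any comparison. They were 1019 and 1463 for DEGs shared by the M7 comparisons, 12 and 56 for L2 against L1 alone, 51 and 103 for all 3, 27365 and 34336 for detected unigenes, 7 and 8 for terpenoid unigenes up, 12 and 13 for hormone unigenes up and 53 and 55 for TFs down.

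The direction turned only in unigenes that did not pass the test with all libraries, all in M7 against L1. The dammarenediol synthase unigene TRINITY_DN3644_c0_g1 (-0.35) went to 0.22 with median ratio rescaling, 0.46 with quantile normalization, and between -1.15 and 0.16 with 1 library left out. The MDS unigene TRINITY_DN29391_c0_g3 (-0.23) went to 0.18, 0.57, and at the highest 0.14 and the lowest -0.97 with 1 library left out. The MK unigene TRINITY_DN21179_c1_g1 (-0.06) went to 0.04, 0.58, between -0.29 and 0.27 with 1 library left out, and 0.17 without replicate 3 of L1 and replicate 1 of M7 together. With 1 library left out, TRINITY_DN2802_c0_g2 (0.27) lay between -0.19 and 0.88 and TRINITY_DN359_c0_g1 (0.35) between -0.20 and 0.67. Fits of correlations with 1 library left out (under 6 libraries), GO and KEGG enrichment and a count test were not run.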

Differences from the paper's values

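Each count below is from the 52.6% of unigenes analysed here, at the adjusted p and log2 fold change the paper states. Its FPKM maximum over 30 was read as the highest stage mean, which the paper does not state. Counts are said to differ where the larger is more than 1.5 times the smaller.

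In L2 against L1, the paper's count of down-regulated unigenes is 283 and the count here is 130. Of the alternatives set before the data were examined, the counts with an absolute log2 fold change over 1 (392) and with a single library over 30 FPKM (216) did not differ by this measure, and the other 20 did. In M7 against L1, the paper's count of up-regulated unigenes is 1376 and the count here is 492. The counts with an absolute log2 fold change over 1 (959) and without a threshold on the stage mean (1170) did not differ, and the other 20 did. In M7 against L2, the paper's count of up-regulated unigenes is 1463 and the count here is 351, and all 22 alternatives differed. The paper's total of DEGs is 3916 and the total here is 2300. An absolute log2 fold change over 1 and a single library over 30 FPKM gave totals that did not differ, and the other 20 alternatives differed. DEGs of L2 against L1 alone number 108 in the paper and 24 here, and all 22 alternatives differed. DEGs of all 3 comparisons number 36 in the paper and 78 here, and only the fit without replicate 3 of L1 (51) did not differ, while the other 21 alternatives did.

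These comparisons set a part of the assembly against the whole. At the share of 52.6%, a calculation added after the values were seen, the paper's 283, 1376 and 3916 come to 149, 723 and 2058, within 1.5 times of the 130, 492 and 2300 here. Its 1463, 108 and 36 come to 769, 56.8 and 18.9, and 351, 24 and 78 still differ from these. The falls in M7 differ only at that share, as the paper's 1456 against L1 and 1300 against L2 come to 765 and 683, where 1304 and 1447 fell here. Whether the DEGs are spread evenly over the assembly is unknown.

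In M7, the paper counts similar numbers of up-regulated and down-regulated unigenes against L1 and more up-regulated ones against L2, while 492 rose and 1304 fell against L1 here, and 351 rose and 1447 fell against L2. After median ratio rescaling, 808 rose and 989 fell against L1, and 791 and 976 against L2.

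The paper names AACT, MDS and MK as up-regulated. Here 2 of 4 AACT unigenes rose in M7 against L1, and the other 2 were matched to Caryophyllales, Quercus suber or Hordeum vulgare. Of 8 terpenoid unigenes of Table S8, 7 rose. Neither of the 2 MDS unigenes passed the test against L1 (1 rose under both other scalings, and in M7 against L2), and the MK unigene did not. In L1 and M7, the MK unigene and the other MDS unigene had low values, far under the 30 FPKM that the paper asks of a DEG. The MK and MDS genes of the paper therefore need not be among the unigenes analysed here. The paper describes DS unigenes as down-regulated, and 2 of 5 fell here while 3 did not pass the test. The paper describes PLA and AOS unigenes as up-regulated. Here 0 PLA unigenes rose and 8 fell (3 and 4 after quantile normalization), where 3271 of all tested unigenes rose and 12268 fell. For AOS, 1 unigene rose and 1 fell (1 and 0 under both other scalings), while 2 AOC unigenes rose and 3 OPR unigenes did. The paper describes MYC2 as down-regulated, and 1 of 5 MYC2 unigenes rose while 4 fell. The paper does not tie its DS, PLA, AOS and MYC2 genes to unigenes, so the unigenes counted here were matched by name alone, and the 2 PLA genes it describes need not be among the 8 that fell. By qRT-PCR, the paper also reports higher DaAACT, DaPLA2A, DaAOS1, DaAOS2 and DaOPR3 in M7 than in L1. In the same assay, DaMYC2, DaDS-1 and DaDS-2 were lower in M7. The counts by name do not test those results.

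For hormone signalling, which the paper describes as mostly induced in every pathway, 13 of 24 unigenes rose and 10 fell. By pathway, 0 rose and 1 fell for SA, and the tally was even for ABA (4 and 4) and JA (1 and 1). These tallies do not measure whether a pathway was induced, since they count negative regulators too. PP2C, which the ABA receptors inhibit, fell, and EBF2, a negative regulator of ethylene signalling, rose. They also cover only a part of the unigenes the paper lists, so they cannot decide on its statement. None of the 84 TFs of Table S6 analysed here was a DEG of L2 against L1 alone. The paper counts a MYB and a bHLH as unique to L2, which was read here as that part of the Venn diagram. These may be among the TFs not analysed here.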

Other observations

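The tests without unigenes matched to other organisms were chosen after the result was seen.

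Lists of general cell functions were counted in M7 against L1. Of all tested unigenes, 3271 rose and 12268 fell there. These were 4927 and 11196 after median ratio rescaling and 7694 and 8690 after quantile normalization. Of 156 cell cycle unigenes, 7 rose and 88 fell (89 when adjusted over the list alone), or 15 and 77 after median ratio rescaling and 18 and 67 after quantile normalization. The list ranked lower than other unigenes by camera (adjusted p = 0.00477), but adjusted p = 0.748 with an estimated correlation. Of 74 heat shock unigenes, 4 rose and 37 fell (38 when adjusted over the list alone), or 8 and 37 after median ratio rescaling, 14 and 34 after quantile normalization and 2 and 24 without matches to Caryophyllales, Quercus suber or Hordeum vulgare. Of 34 cold and dehydration unigenes, 4 rose and 20 fell (6 and 20 when adjusted over the list alone), or 8 and 18 after median ratio rescaling, 9 and 16 after quantile normalization and 4 and 11 without these matches. Camera gave adjusted p of 0.125 and 0.626 for these lists. Of 475 ribosomal protein unigenes, 66 rose and 202 fell (67 and 204 when adjusted over the list alone), or 38 and 129 without these matches, with a camera adjusted p of 0.644. Of 123 unigenes of lignin synthesis and xylem, 17 rose and 48 fell (19 and 49 when adjusted over the list alone), or 29 and 47 after median ratio rescaling, 27 and 36 after quantile normalization and 16 and 27 without these matches. The median of this list was -0.79, -0.31 relative to all tested unigenes, with a camera adjusted p of 0.999. Of 2 unigenes whose description names a fungal or bacterial species, 0 passed in M7 against L1, and both, which are among these matches, rose in L2 against L1.

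Photosynthesis unigenes differed by stage. Of 37 tested, 0 rose and 18 fell in L2 against L1, by camera lower than other unigenes (adjusted p = 1.16e-06, but adjusted p = 0.164 with an estimated correlation). In M7 against L2, 15 rose and 9 fell, or 16 and 7 after median ratio rescaling and 23 and 1 after quantile normalization, higher than other unigenes (adjusted p = 1.32e-07, but adjusted p = 0.251 with an estimated correlation). In M7 against L1, 8 rose and 19 fell (21 when adjusted over the list alone), or 13 and 11 after quantile normalization, and the median was -0.99 where camera gave the direction up (adjusted p = 0.809). From L1 to L2, ribosomal protein unigenes ranked lower by camera (101 up and 170 down, or 62 and 102 without matches to Caryophyllales, Quercus suber or Hordeum vulgare, adjusted p = 0.0015, but adjusted p = 0.353 with an estimated correlation), while fry gave the direction up (adjusted p = 0.00276). The sesquiterpene synthase list also ranked lower (0 up, 5 down, adjusted p = 0.0129, but adjusted p = 0.393 with an estimated correlation).

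With 3 libraries against 3 there are 10 splits of the 6 libraries, too few for a share under 0.05. In each comparison 1 of the 10 splits, the real one, reached the real count. The real counts in fits of 6 libraries were 436 DEGs in L2 against L1, 1571 in M7 against L1 and 1733 in M7 against L2, and the highest of the other splits was 0 in each.

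The paper's error rates per base were 0.026% to 0.0269% in L1 and L2 and 0.0115% to 0.0116% in M7, so a difference in sequencing between these libraries and the difference in stage cannot be told apart.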
